# RNA-Seq Profiling of a Defective Seed Coat Mutation in *Glycine max* Reveals Differential Expression of Proline-Rich and Other Cell Wall Protein Transcripts

**DOI:** 10.1371/journal.pone.0096342

**Published:** 2014-05-14

**Authors:** Anupreet Kour, Anne M. Boone, Lila O. Vodkin

## Abstract

The plant cell wall performs a number of essential functions including providing shape to many different cell types and serving as a defense against potential pathogens. The net pattern mutation creates breaks in the seed coat of soybean (*Glycine max*) because of ruptured cell walls. Using RNA-Seq, we examined the seed coat transcriptome from three stages of immature seed development in two pairs of isolines with normal or defective seed coat phenotypes due to the net pattern. The genome-wide comparative study of the transcript profiles of these isolines revealed 364 differentially expressed genes in common between the two varieties that were further divided into different broad functional categories. Genes related to cell wall processes accounted for 19% of the differentially expressed genes in the middle developmental stage of 100–200 mg seed weight. Within this class, the cell wall proline-rich and glycine-rich protein genes were highly differentially expressed in both genetic backgrounds. Other genes that showed significant expression changes in each of the isoline pairs at the 100–200 mg seed weight stage were xylem serine proteinase, fasciclin-related genes, auxin and stress response related genes, TRANSPARENT TESTA 1 (TT1) and other transcription factors. The mutant appears to shift the timing of either the increase or decrease in the levels of some of the transcripts. The analysis of these data sets reveals the physiological changes that the seed coat undergoes during the formation of the breaks in the cell wall.

## Introduction

Plant cells are surrounded by cell walls which provide tensile strength, mechanical support, protection from insects and pathogens, prevention of water loss, and that participate in cell to cell communication [1], [2], [3], [4]. The cell walls differ in composition in different plant parts but the basic composition of the cell wall includes cellulose, hemicellulose, pectins, and small proportions of structural proteins including proline-rich and glycine-rich proteins. The seed coat is the outer protective layer of a seed and develops from the integument originally surrounding the ovule and is maternal in origin. The seed coat provides protection of embryo and endosperm from mechanical injuries, insects, bacteria, and fungi, and desiccation of the seed. Seed coats of different species vary in structure and composition including extensive differentiation of cell layers into specialized cell types. These cells may accumulate large quantities of substances including mucilage or pigments depending on plant species.

The seed coat, or testa, of the mature soybean (*Glycine max*) has been well characterized, and contains features in common with the majority of the legumes: an epidermal layer of palisade cells, or macrosclereids, a sub-epidermal layer of hourglass cells, or osteosclereids, a few layers of parenchyma, and an aleurone layer [5], [6], [7]. Soybean seeds begin to form on the plant at the R4 stage when the parent plant has between 13 and 20 leaf nodes [8]. At this stage, the seed is going through multiple cycles of cell division as well as tissue differentiation. Invertase in the seed coat cleaves sucrose giving rise to hexose which surrounds the embryo of the minuscule soybean seed [9]. The seeds grow at a rapid rate between the R4 and R7 stages as they accumulate carbon, nitrogen, and seed storage proteins. Seeds increase in size from 25 mg to 500 mg fresh weight during the R5 and R6 stages. Towards the end of the R6 stage, nutrient accumulation in the seed begins to decrease. By R7 the seed has amassed almost all the dry weight it will acquire and contains approximately 60% moisture and has begun to yellow. After reaching the maximum fresh weight, near 400–500 mg, the seed readies itself for desiccation and begins to lose total fresh weight. By the R8 stage, most of the pods and seeds have browned and are dry [8].

Intact seed coats are preferred but a mutation known as the “net pattern” in soybean results in defective seed coats that have ruptured by maturity to expose the cotyledons underneath. The trait has been backcrossed to create isolines in two different genetic backgrounds; however, very little is known about the histology or molecular nature of the trait. Using RNA blots, we have previously reported a developmental delay in the decline of transcripts for a specific proline-rich protein (PRP1) of the cell wall leading to higher levels of this transcript in the defective seed coats at the middle weight range of 100–200 mg seed weight [10].

The effect on PRP1 transcript levels was assumed to be a downstream effect of the net pattern mutation. In this report, we present the global gene expression analysis of the net pattern cell wall mutant in soybean using transcriptome analyses of three different stages of seed development at 50–100 mg, 100–200 mg, and 400–500 mg. By comparing RNA-Seq data from the two lines containing the defective seed coat trait compared to their standard counterpart isolines using Bowtie alignments [11] to the soybean genes models from the sequenced soybean genome [12], 364 significantly differentially expressed genes in common between the two isolines were revealed, many of which were involved in cell wall processes. These data aid in determining perturbations in the physiological development of the plant cell wall which affects agronomically important traits and is a source of bioenergy [13].

## Results

### Phenotype Comparisons of Isoline Pairs with Standard and Defective Seed Coats

The isolines in the background of cultivar Clark are referred to as Clark standard (CS) which exhibits an intact seed coat and Clark defective (CD) that contains the defective seed coat mutation that had been backcrossed into the Clark standard line. Likewise, Harosoy standard (HS) is compared to the Harosoy defective (HD) isoline that contains the defective seed coat mutation. The genotypes and phenotypes of these two isoline pairs is presented in Figure 1. As shown in Figure 1, all the layers of seed coat are ruptured in the mutant isolines. Genetically, mutant isolines contain an unknown gene or set of genes here designated as "Def" for defective seed coat. This abbreviation is not meant to convey an official locus designation. This mutation was transferred during the 1960's by R. L. Bernard of the USDA/ARS by selection of the trait during repetitive backcrossing into both a Clark (with a black seed background) and a Harosoy (yellow seed background). The defective seed coat phenotype is more striking on the black background and is sometimes referred to as a “net” pattern [10]. The phenotypes of the two lines along with their alleles controlling seed color [14], [15], [16], [17] are shown in Figure 1 and Table 1. The two lines are available from the USDA germplasm collection, Urbana, Illinois, as shown in Table 1.

**Figure 1:**
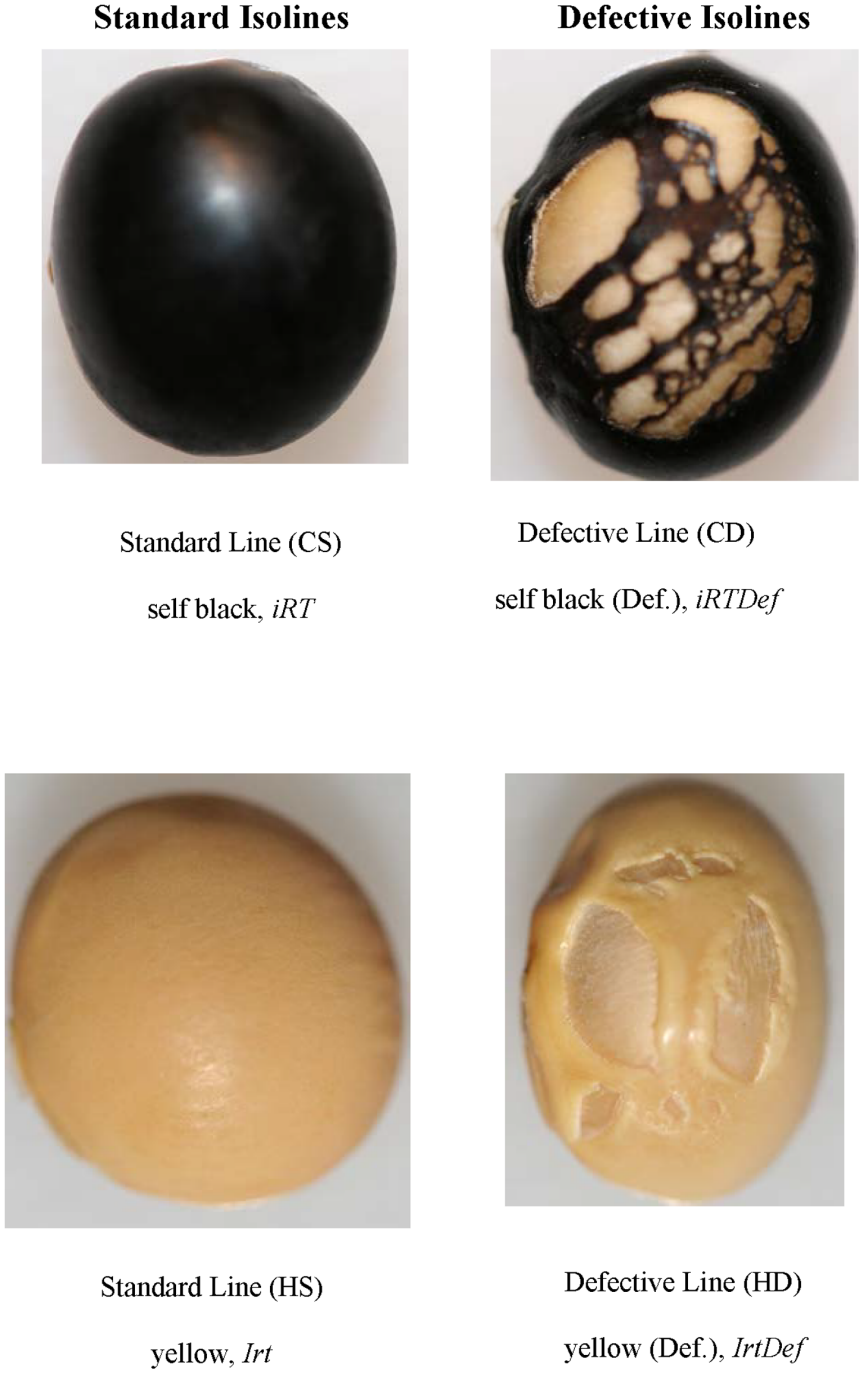
Comparisons of the Defective Seed Coat Mutation in Soybean. The genotypes and phenotypes of the isolines used in both Clark and Harosoy backgrounds are shown. Representative seed comparing Clark Standard (CS) vs. Clark Defective (CD) and Harosoy Standard (HS) vs. Harosoy Defective (HD) illustrate the defective seed coat mutation exhibiting cracks on seed coat in either a pigmented or non-pigmented genetic background. Refer to Table 1 for additional information.

**Table 1:** Summary of 12 RNA-Seq Libraries Constructed from Seed Coats of Clark and Harosoy Standard and Defective Seed Coat Isolines at Three Stages of Immature Seed Development.

Isolines	Genotype	Phenotype	USDA #	Internal Lab #	Seed wt. (mg)	Raw reads (M)	Sequencing platform	Read length (bp)
CS	*i R T*	Self-black	PI 547474	UC9	50–100	52.1	HiSeq2000	100
CS	*i R T*	Self-black	PI 547474	UC9	100–200	62.3	GAII	75
CS	*i R T*	Self-black	PI 547474	UC9	400–500	50.5	HiSeq2000	100
CD	*i R T* Def	Defective black	Clark 5143	UC412	50–100	68.5	HiSeq2000	100
CD	*i R T* Def	Defective black	Clark 5143	UC412	100–200	41.1	GAII	75
CD	*i R T* Def	Defective black	Clark 5143	UC412	400–500	31.2	HiSeq2000	100
HS	*I r t*	Yellow	PI 548573	UC501	50–100	46.4	HiSeq2000	100
HS	*I r t*	Yellow	PI 548573	UC501	100–200	38.7	GAII	75
HS	*I r t*	Yellow	PI 548573	UC501	400–500	49.2	HiSeq2000	100
HD	*I r t* Def	Defective yellow	L67–2246	UC508	50–100	49.4	HiSeq2000	100
HD	*I r t* Def	Defective yellow	L67-2246	UC508	100–200	38.2	GAII	75
HD	*I r t* Def	Defective yellow	L67-2246	UC508	400–500	37.7	HiSeq2000	100

The USDA line number and PI accession numbers by which the isolines are searchable in the USDA GRIN (Germplasm Resources Information Network) database are shown. The molecular nature is known for the *I* alleles [14], [15] that control distribution of pigment and the *R* [16], and *T* loci [17] that affect seed color phenotype. RNA was extracted from seed coats dissected from immature seed of the indicated fresh weight ranges. The total number of 75- or 100-nt raw reads from each RNA-Seq library is shown. The pictures of each phenotype of the defective seed coat lines are shown in Figure 1. The raw and processed data for the 12 sequencing samples is available as accession series GSE54903 at the National Center for Biotechnology Information. (Abbreviations: CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective).

### Transcriptome Comparisons of Clark and Harosoy Standard Seed Coats to Defective Seed Coats from the Mutant Isolines

Next-generation high throughput sequencing of the transcriptome (RNA-Seq) was used and the cDNA libraries were constructed from seed coats from 50–100 mg, 100–200 mg and 400–500 mg seed weight stages in standard and mutant isolines of Clark and Harosoy cultivars. Each library was sequenced on the Illumina GAII or HiSeq 2000 platforms. The number of raw sequence reads obtained from all four isolines, at different seed weight stages are presented in Table 1. The 75-bp or 100-bp reads were aligned to 78,773 target Glyma models from the soybean reference genome [12] using Bowtie [11]. The RNA-Seq data were normalized in reads per kilobase of gene model per million mapped reads (RPKM) considering gene length as parameter [18].

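Seed coat RNA of each line at each seed weight stage was sequenced as 1 library, so that 12 libraries covered 4 lines at 3 stages and no line had a replicate library at any stage. The libraries form 6 isoline pairs, each made of a standard and a defective library of the same background and stage. The 100–200 mg libraries were read at 75 bp on the GAII and the libraries of the other stages at 100 bp on the HiSeq 2000. The 100–200 mg stage therefore cannot be told apart from the platform. The other stages shared a platform, as did both libraries of each pair. The authors allowed up to 3 mismatches and up to 25 alignments per read and deposited an RPKM value for each of the 78773 gene models in each library, with every library normalized on its own. At 0 RPKM in all 12 libraries were 7332 of the models. The RPKM values of 71434 models were whole multiples of a single step in each library, and the hits behind each value and the total of each library were recovered from these steps and from the whole base means of Tables S2 to S4. At 50–100 mg the totals were 83.8 M hits for Clark standard, 108 M for Clark defective, 74.2 M for Harosoy standard and 78.4 M for Harosoy defective. The corresponding totals at 100–200 mg were 113, 72.5, 67.8 and 62.3 M hits, and those at 400–500 mg were 77.2, 47.5, 77.1 and 58.5 M hits. The raw reads of Table 1 are another measure of depth, and the RPKM values use the hits, of which there were 1.52 to 1.81 per raw read because a read could align to more than 1 model. For a model of the median recovered length, 1171 bases, 5 RPKM corresponded to 278 to 662 hits, depending on the library.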

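The ratio of the defective to the standard library was computed within each pair from the RPKM values as deposited, and log2 ratios were computed after 1 RPKM was added to both values. A library with 3 hits or fewer on a model was treated as at the floor, and a fold difference against it was computed against 3 hits and is given as a lower bound. With 1 library on each side, no test was made within a pair. The difference between defective and standard seed coats was tested over both backgrounds with the trend method of limma on the log2 values, in a single fit of the 12 libraries that had each isoline pair as a block and a genotype effect for each stage. This fit covered the 46237 models with at least 1 RPKM in at least 2 libraries and left 3 residual degrees of freedom, with p-values adjusted by the Benjamini-Hochberg method. On simulated data with 200 changed models the same fit found 190 of them, or 95%, and also called 12 unchanged models. The simulated changes were well above 2-fold and equal in both backgrounds, with normal noise. The share of 95% therefore does not hold for smaller changes or for changes of unequal size in the backgrounds. Binomial intervals (Wilson, 95%) and floors cover counting error only and not the variation between plants or library preparations.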

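Between 13165 and 14182 of the gene models were at or above 10 RPKM in a library, which is 16.7% to 18.0% of the models with a median of 17.1% over the 12 libraries. At or above 1 RPKM there were 37221 to 41891 models, or 47.3% to 53.2% with a median of 51.25%. The defective Harosoy library at 400–500 mg had the fewest models at both thresholds, while the most were found in the standard Clark library at 400–500 mg at 10 RPKM and in the defective Harosoy library at 100–200 mg at 1 RPKM. Counting 1 model per locus moved these numbers most, to between 9398 and 10295 models at 10 RPKM and between 29050 and 33399 models at 1 RPKM.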

As presented in Table S1, 18% and 50% of the genes were expressed in the seed coat of Clark and Harosoy isolines at the cutoff points of above 10 RPKM and 1 RPKM, respectively. For inclusion in further analyses, all genes that showed ≥5 RPKM in either standard or defective isoline as well a ≥2 fold differential expression between standard and defective isolines were included in further functional annotation analyses. 

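At 50–100 mg, 717 models were higher and 252 were lower in the Clark defective library by these RPKM criteria alone, against 71 higher and 65 lower in the Harosoy defective library. At 100–200 mg the numbers were 736 higher and 423 lower in Clark, and 1461 higher and 2147 lower in Harosoy. The 400–500 mg pairs gave 304 higher and 470 lower in Clark, and 1167 higher and 1093 lower in Harosoy. The totals per pair therefore ran from 136 models in Harosoy at 50–100 mg to 3608 models in Harosoy at 100–200 mg. Over the 3 stages, 2427 models passed in Clark at least once, 5115 passed in Harosoy and 6240 passed in either background. Without the block of models on chromosome 13 that is described with the models in both backgrounds, 21 were higher and 65 lower in Harosoy at 50–100 mg. The p-value of the authors' count test is not part of these numbers, because no condition has replicate libraries. Leaving out the minimum of 5 RPKM moved the counts most, to 8092 models in Harosoy at 50–100 mg and to 19285 in Harosoy at 100–200 mg.

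**Figure D1:**
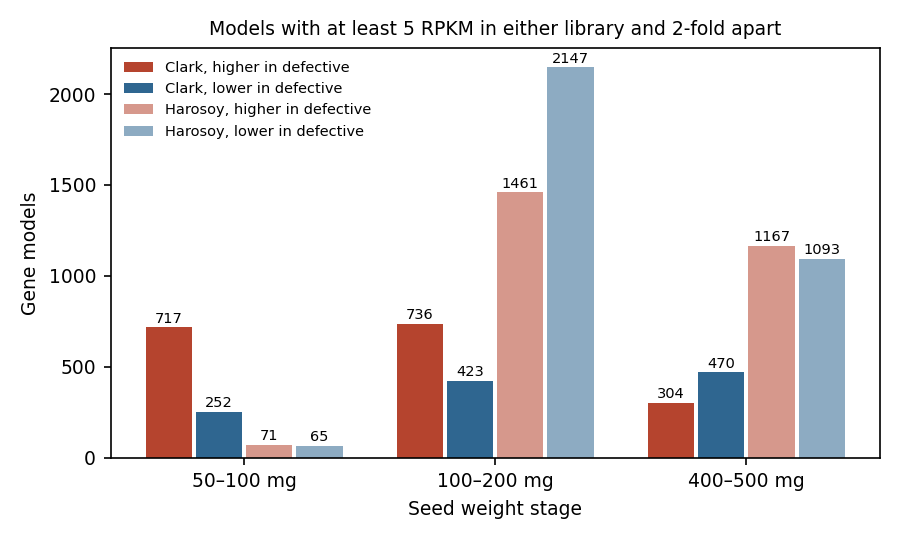
Number of gene models with at least 5 RPKM in either library and at least a 2-fold difference in each isoline pair, by seed weight stage (x axis). Bars stand for models higher or lower in the defective library, and the tallest is the 2147 models lower in Harosoy at 100–200 mg.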

An overview of the number of these genes is presented in Table 2 which shows that a total of approximately 1,300 out of 78,773 genes in the soybean genome showed differential expression in the seed coats of either the Clark or Harosoy isolines in at least one stage of development. The p-values for differential expression were obtained by analysis with the DESeq package on hit count data from comparisons between Clark and Harosoy standard and defective isolines. The gene models that showed p-values ≤0.05 were considered as significantly differentially expressed. These differentially expressed genes along with gene model numbers, annotations, RPKM values, basemean, and p-values are presented in Tables S2–S4. The graphical presentation of expression levels of these differentially expressed genes in standard and defective isolines are presented in Figures S1 & S2. The majority of the differentially expressed seed coat genes were expressed at less than 50 RPKM in both Clark and Harosoy backgrounds.

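Of the models past 5 RPKM and 2-fold in the Clark pairs, 77.5% at 50–100 mg, 76.9% at 100–200 mg and 85.7% at 400–500 mg were under 50 RPKM in both libraries of the pair. In the Harosoy pairs these shares were 66.9%, 80.3% and 80.1%. The median of the higher library of a pair lay between 12.4 RPKM in Clark at 400–500 mg and 16.5 RPKM in Harosoy at 100–200 mg.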

**Table 2:** Total Number of Differentially Expressed Genes in the Seed Coats of the Clark and Harosoy Isoline Pairs at Different Seed Weight Stages.

Genotypes	Number of differentially expressed genes			
	50–100 mg	100–200 mg	400–500 mg	Total
Clark	720	173	417	1310
Harosoy	48	156	1068	1272
Both	57	265	42	364
Opposite	9	4	96	109

The number of differentially expressed genes in Clark or Harosoy standard versus the defective seed coat isoline that meet the criteria of ≥2 fold differential expression, ≥5 RPKM and p-value ≤0.05 by DESeq analysis. Both: the number of differentially expressed genes shared in common between both the Clark and Harosoy isoline pairs and also the expression levels of these genes are in the same direction *i.e.* if expression of a particular gene was higher in Clark wild-type and lower in the defective isoline, it was also higher in Harosoy wild type isoline and lower in Harosoy defective isoline. Opposite: If a particular gene showed higher expression in the standard isoline of Clark compared to the Clark defective, but it showed higher expression in the defective Harosoy compared to the standard Harosoy line.

### Functional Classification of Genes Differentially Expressed in Seed Coats of both Clark and Harosoy Isolines

As shown in Table 2, a total of 364 genes were differentially expressed in at least one of the three different seed weight stages in both Clark and Harosoy isolines. 

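By the RPKM criteria alone, 568 models differed the same way in both backgrounds in at least 1 stage. Added over the stages, they made 619 entries, since a model that passed at several stages was counted at each. All 57 entries of Table S3 for 50–100 mg and all 42 for 400–500 mg met the RPKM criteria the same way in both backgrounds in the deposited values, as did 254 of the 265 for 100–200 mg. Of the entries of Table S3 listed under 100–200 mg, 12 carry the RPKM values of another stage.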

The detailed information on these genes is presented in Table S3 and distribution of these genes into different broad functional categories is presented in Figure 2. Out of these 364 genes, there were 265 that showed significantly different expression in the 100–200 mg weight range while only 57 and 42 genes varied in the 50–100 and 400–500 mg weight ranges, respectively. 

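The models past 5 RPKM and 2-fold the same way in both backgrounds numbered 66 at 50–100 mg (59 higher and 7 lower in the defective lines), 481 at 100–200 mg (288 higher and 193 lower) and 72 at 400–500 mg (45 higher and 27 lower). If the lists of the backgrounds were independent within 10 bins of mean expression, 2.9, 65.4 and 24.0 models would be expected at these stages. The number at 100–200 mg was 7.36 times the expected number, against 22.6 times at 50–100 mg and 3 times at 400–500 mg. Gene models are not independent replicates, so these expectations carry no p-value. A block of 53 neighbouring models on chromosome 13, from Glyma13g11810 to Glyma13g12220, which Table S3 annotates mostly as unknown or senescence-associated and, for Glyma13g11930.1 and Glyma13g12010.1, as ribosomal RNA intron-encoded homing endonuclease, made up 50 of the 66 models at 50–100 mg and 36 of the 72 models at 400–500 mg, but none of the 481. Without the block, 16 models remained at 50–100 mg (9 higher and 7 lower in the defective lines) and 36 at 400–500 mg (9 higher and 27 lower), so that the majority higher at 400–500 mg came from the block. With the block left out, the numbers were 21.37, 7.64 and 1.68 times those expected, in the order of the stages.

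**Figure D2:**
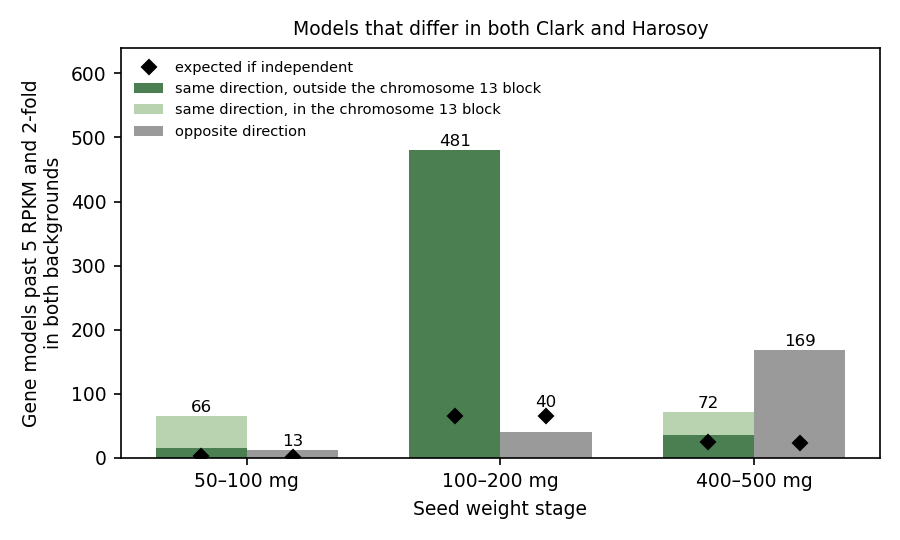
Number of gene models past 5 RPKM and 2-fold in both backgrounds (y axis) at each seed weight stage (x axis), with the same or the opposite direction of difference. Light green marks models of the chromosome 13 block and diamonds mark the number expected from independent lists; the 481 models at 100–200 mg form the tallest bar.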

A representative selection of 29 genes is presented in Tables 3 and 4. In addition, 248 of these 265 varied only at the 100–200 mg stage and did not show differential expression at the 50–100 or 400–500 mg weight range. Thus, the maximum number of significantly differentially expressed genes in common in both the Clark and Harosoy backgrounds are in the 100–200 mg seed weight range. 

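Of the models that differed the same way in both backgrounds at 100–200 mg, 468 passed the RPKM criteria in both backgrounds at that stage only. In Table S3 as held, 248 models are listed at 100–200 mg and at no other stage, which is the paper's number.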

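In the limma fit over both backgrounds, 14 models had an adjusted p-value under 0.05 at 100–200 mg, 6 of them higher and 8 lower in the defective lines. The 8 lower models include several splice models each of Glyma10g03390 and Glyma06g16350, so they are not separate genes. No model passed at 50–100 mg or 400–500 mg, where 646 and 1282 models had an unadjusted p-value under 0.05, against 6680 at 100–200 mg. The counts of 646 and 1282 are below the share of 0.05 that unchanged models would give. The fit shares its error over stages of unequal spread, so this contrast depends in part on the sharing. With the 4 libraries of each stage alone, 1978 models at 50–100 mg and 883 at 400–500 mg had an unadjusted p-value under 0.05. The number with an adjusted p-value under 0.05 at 100–200 mg was 0 with a pseudocount of 0.1 RPKM. It was 10 with at least 5 RPKM in a library and 30 without a filter on low values. With the 4 libraries of the stage only it was 0. In the alternatives that gave 0, 6144 and 4689 models had an unadjusted p-value under 0.05. Of the 14 models, 6 are in Table S3. Of the 265 models that Table S3 lists at 100–200 mg, 251 passed when adjusted over the list alone, which is not independent evidence, because the study chose the list on these libraries. The model with the largest smaller change among those higher in both backgrounds was Glyma13g27050.1, of unknown function, with log2 ratios of 3.56 in Clark and 5.56 in Harosoy (adjusted p = 0.13 in the limma fit). Among those lower in both it was Glyma12g34160.1, annotated as 2S albumin in Table S3 and as glycinin subunit G7 in Table 3, which fell by 4.07 in Clark and by 3.61 in Harosoy (adjusted p = 0.018 in the limma fit). From the counts per stage the paper concludes that the largest number of genes affected in both backgrounds is found at 100–200 mg.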

In the 50–100 mg weight range, there were no differentially expressed genes with cell wall annotations (Figure 2A), while at the 100–200 mg and 400–500 mg weight range there were 19% and 5% of the differentially expressed genes related to possible cell wall functions, respectively (Figures 2B and 2C). 

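No model that Table S3 annotates as cell wall related was among those that differed in both backgrounds by the RPKM criteria at 50–100 mg, and 0 of 66 allows a share of up to 5.5%. At 100–200 mg, 51 of 481 models, or 10.6% (95% interval 8.2% to 13.7%), were cell wall related. For 400–500 mg the number was 2 of 72 models, or 2.8% (0.8% to 9.6%). The functional categories are the paper's manual ones and exist only for the genes that also passed its count test, so that models outside Table S3 count here as not cell wall related. Taken over all entries of Table S3 for the stage, the shares were 19.2% (15.0% to 24.4%) at 100–200 mg and 4.8% (1.3% to 15.8%) at 400–500 mg.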

The 51 cell wall related genes at the 100–200 mg stage were further divided into 10 different categories based on cell wall structural components (Figure 3). The maximum number (21%) of genes fall under the fasciclin-like arabinogalactan proteins that have been reported to affect tensile strength of the cell wall [19]. 

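Of the 51 models, 11 carry a fasciclin annotation in Table S3, or 21.6%. One of them, Glyma03g09120.1, had 943 hits in the Clark standard and 3052 hits in the Clark defective library at 100–200 mg, and at 400–500 mg it had 0 and 4 hits.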

Proline-rich proteins are the second most abundant category at 15%, while cysteine-rich proteins, expansin/extensin-related proteins, and glycine-rich proteins (GRPs) represent 10%, 8%, and 4% of the differentially expressed cell wall proteins in this developmental stage (Figure 3).

**Figure 2:**
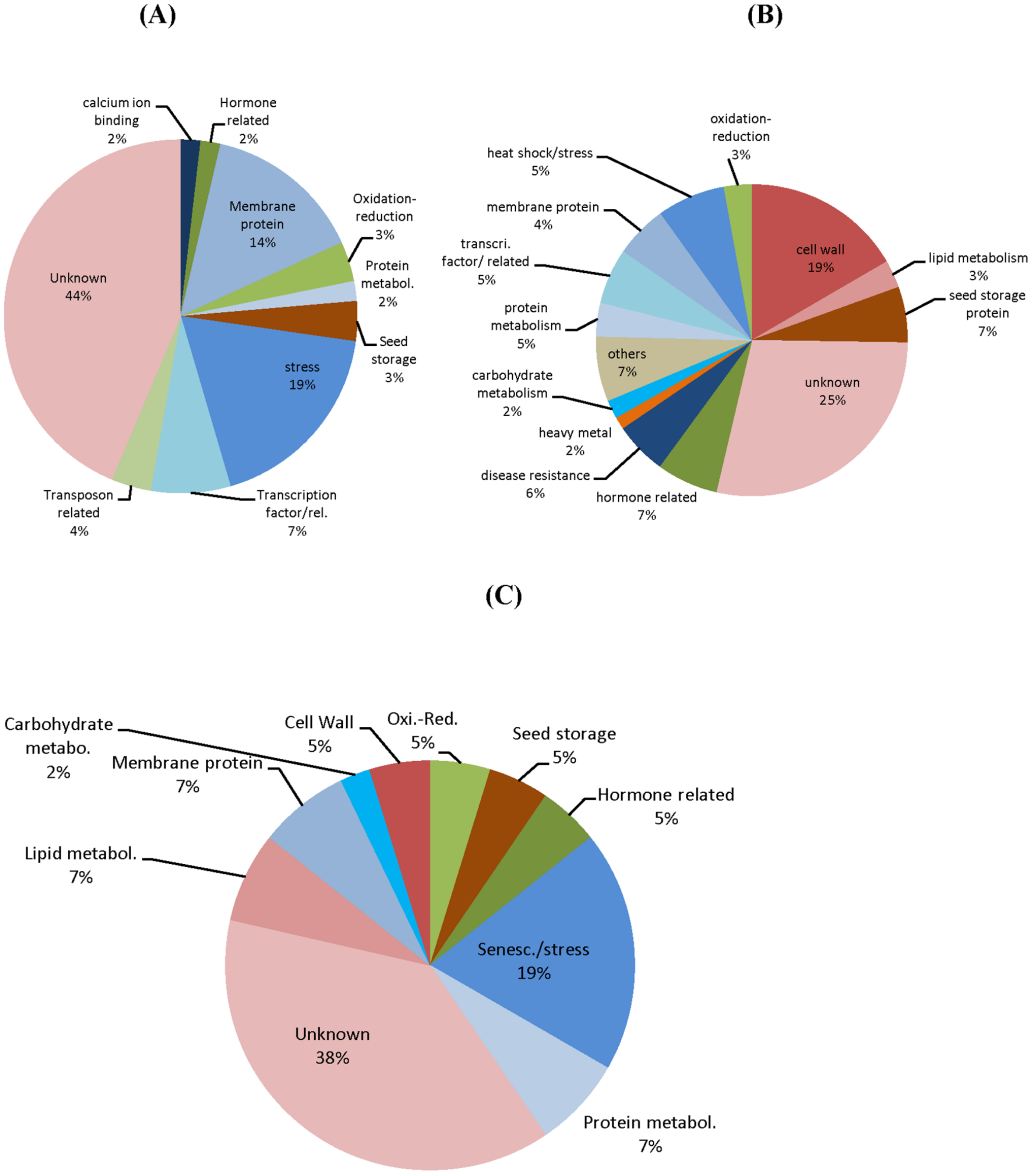
The Distribution of Genes Differentially Expressed in Standard and Defective Seed Coats of Both Clark and Harosoy Backgrounds During Three Stages of Immature Seed Coat Development. The genes that were differentially expressed in both Clark and Harosoy backgrounds at seed weight ranges of either (A) 50–100 mg (B) 100–200 mg and (C) 400–500 mg. Differential expression is defined as genes with ≥5RPKM expression, ≥2 fold differential expression, and p value ≤0.05. Differential expression of cell wall related genes comprise 19% of the total genes at the 100–200 mg seed weight stage and 5% of the 400–500 mg stage.

**Figure 3:**
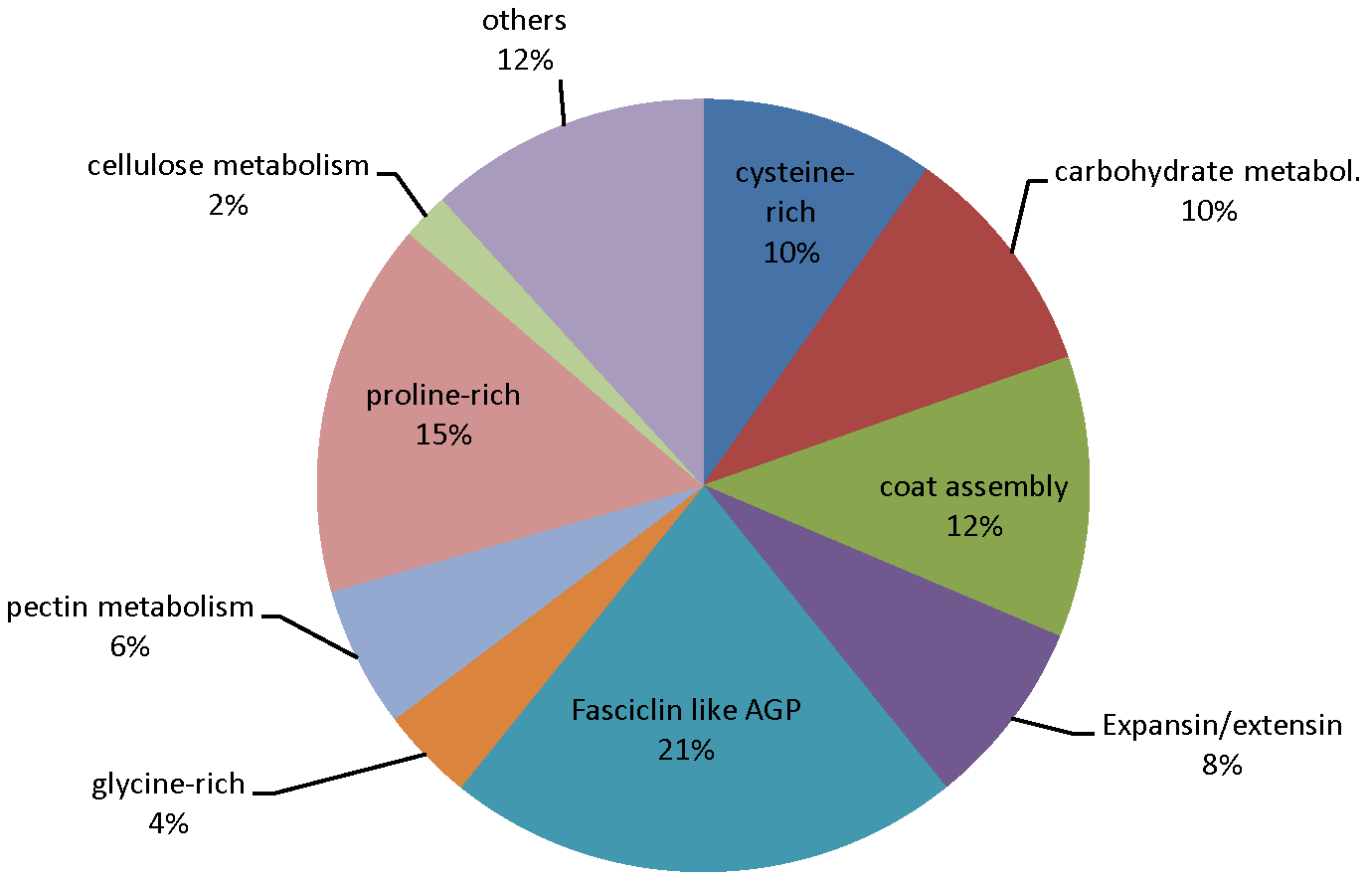
The Distribution of Cell wall Related Genes Differentially Expressed Between Standard and Defective Seed Coats in Both Clark and Harosoy Backgrounds at the 100–200 mg Seed Weight Stage. The distribution of 51 differentially expressed genes into different cell wall structural component categories is shown with genes having annotations related to fasciclin (21%) and protein rich proteins (15%) predominating.

**Table 3:** Selected Differentially Expressed Genes in the Clark Isoline Pair at the 100–200 mg Seed Weight Stage Using RPKM and DESeq Analysis of RNA-Seq Data.

a) Overexpressed in Defective		RNA-Seq (RPKM)			DESeq (Base Mean)		
Model	Annotation	CS	CD	CD/CS	CS	CD	p value
Glyma13g27050.1	unknown	4.90	68.73	14.02	567	7298	2.77E-13
**Glyma09g12200.1** *	**proline rich protein (PRP1)**	874	6181	7.07	94605	613411	1.22E-08
Glyma13g01720.1	transparent testa 1	1.59	9.84	6.10	130	737	6.46E-06
Glyma14g35140.1	transparent testa 1	1.60	9.55	5.90	112	614	1.66E-05
Glyma08g46790.1	plant self-incompatibility protein S1	17.10	82.41	4.82	655	2893	1.03E-05
Glyma11g27320.1	unknown	43.47	205	4.72	1809	7836	7.33E-06
Glyma05g25180.1	senescence-associated protein 29	8.00	36.24	4.50	579	2403	2.61E-05
Glyma08g08200.1	senescence-associated protein 29	10.60	45.29	4.20	784	3070	4.27E-05
Glyma09g41940.1	cytochrome P450 monooxygenase	3.11	12.48	4.01	635	2333	0.0001
Glyma17g09110.1	strictosidine synthase protein	95.78	338	3.53	10219	33034	0.0002
Glyma05g07630.1	strictosidine synthase protein	105	312	2.97	11557	31638	0.001
Glyma04g02660.1	GAST1 protein homolog 1	421	1222	2.90	22553	60062	0.002
Glyma04g02460.2	Xylem serine proteinase 1	189	434	2.29	42068	88490	0.017
**b) Overexpressed in Standard**							
**Model**	**Annotation**	**CS**	**CD**	**CS/CD**	**CS**	**CD**	**p value**
Glyma12g34160.1	glycinin subunit G7	40.19	1.46	27.6	2844	94.4	1.79E-18
Glyma10g35840.1	Unknown	523	32.38	16.16	36331	2060	2.48E-16
Glyma10g35870.1	ADR12 protein	729	45.18	16.13	38268	2174	2.52E-16
Glyma04g38640.1	amino acid permease AAP3	25.69	1.6	16.09	4805	274	2.52E-15
Glyma10g39170.1	lipid transfer family protein	21.29	2.32	9.17	3995	399	4.81E-11
Glyma06g15410.1	calmodulin-binding protein	181	22.16	8.16	15411	1730	8.87E-11
Glyma07g28610.1	glycine rich protein	27.31	3.85	7.08	1617	209	1.75E-08
Glyma10g03400.1	sucrose-binding protein	9.58	1.75	5.48	436	72.89	2.88E-05
Glyma02g42630.1	glycine rich protein	30.91	5.7	5.42	1521	257	6.63E-07
Glyma15g23830.1	proline rich protein	144	26.61	5.41	10955	1857	7.80E-08
Glyma09g12250.1	proline rich protein	608	115	5.31	82019	14167	7.25E-08
**Glyma09g12260.1** *	**proline rich protein (PRP2)**	809	174	4.66	120651	23748	5.13E-07
Glyma09g24410.1	Hsp90 protein	23.31	5.43	4.29	5297	1132	3.07E-06
Glyma05g21680.1	auxin-responsive GH3 product	8.63	2.05	4.19	1629	356	1.34E-05
Glyma13g36400.1	seed storage protein	239	67.03	3.57	19730	5061	2.32E-05
Glyma05g33200.1	defensin-like protein	192.12	54.13	3.54	10413	2689	2.83E-05

(a) Overexpressed in Clark Defective (CD) or (b) Overexpressed in Clark Standard (CS).

*Indicates Proline Rich Protein (PRP) genes that have had been reported to have major structural functions in the cell wall.

**Table 4:** Selected Differentially Expressed Genes in the Harosoy Isoline Pair at the 100–200 mg Seed Weight Stage Using RPKM and DESeq Analysis of RNA-Seq Data.

a) Overexpressed in defective		RNA-Seq (RPKM)			DESeq (Base Mean)		
Model	Annotation	HS	HD	HD/HS	HS	HD	p value
Glyma11g27320.1	unknown	0.54	80	80.00	16	2248	3.04E-14
Glyma17g09110.1	strictosidine synthase protein	2.33	177	75.96	174	12748	1.86E-13
Glyma08g46790.1	Plant self-incompatibility protein S1	0.26	17	65.38	7	438	3.53E-08
Glyma05g07630.1	strictosidine synthase protein	2.45	154	62.85	189	11508	1.09E-12
Glyma05g25180.1	senescence-associated protein 29	0.64	48	48	32	2363	3.11E-12
Glyma13g27050.1	unknown	0.01	47	47	0.98	3655	6.87E-22
Glyma04g02660.1	GAST1 protein homolog 1	16	600	37.50	608	21746	9.57E-11
**Glyma09g12200.1** *	**proline rich protein (PRP1)**	162	5890	36.35	12282	430912	8.71E-11
Glyma08g08200.1	senescence-associated protein 29	1.81	64	35.35	94	3192	6.58E-10
Glyma09g41940.1	cytochrome P450 monooxygenase	1.80	47	26.11	257	6537	3.35E-09
Glyma14g35140.1	transparent testa 1	0.78	15	15	38	699	2.23E-06
Glyma13g01720.1	transparent testa 1	0.75	13	13	43	719	3.53E-06
Glyma04g02460.2	Xylem serine protease	73	556	7.61	11434	83564	5.84E-05
**b)Overexpressed in Standard**							
**Model**	**Annotation**	**HS**	**HD**	**HS/HD**	**HS**	**HD**	**p value**
Glyma06g15410.1	calmodulin-binding protein	570	0.52	570	33949	30	2.32E-24
Glyma02g42630.1	glycine rich protein	530	0.19	530	18225	6	2.21E-26
Glyma07g28610.1	glycine rich protein	416	0.05	416	17234	2.05	3.68E-28
Glyma09g12250.1	proline rich protein	2369	6	395	223255	551	8.49E-21
**Glyma09g12260.1** *	**proline rich protein (PRP2)**	3438	9	382	358154	874	7.21E-21
Glyma15g23830.1	proline rich protein	423	1.45	292	22525	75	3.67E-19
Glyma10g39170.1	lipid transfer family protein	87	2.83	31	11353	359	3.67E-10
Glyma05g33200.1	defensin-like protein	621	26	24	23517	935	2.19E-09
Glyma09g24410.1	Hsp90 protein	36	2.54	14	5751	389	3.44E-07
Glyma04g38640.1	amino acid permease 3	34	2.51	14	4438	318	6.35E-07
Glyma12g34160.1	glycinin subunit G7	158	12	13	7812	576	5.94E-07
Glyma05g21680.1	auxin-responsive GH3 product	10	0.27	10	1361	35	1.88E-09
Glyma13g36400.1	seed storage protein	401	42	10	23097	2382	6.99E-06
Glyma10g03400.1	sucrose-binding protein	78	15	5	2467	454	0.0008
Glyma10g35840.1	Unknown	45.51	11.63	3.91	2208	545	0.005
Glyma10g35870.1	ADR12 protein	63.83	16.65	3.83	2342	590	0.006

(a) Overexpressed in Harosoy Defective (HD) or (b) Overexpressed in Harosoy Standard (HS).

*Indicates Proline Rich Protein (PRP) genes that have had been reported to have major structural functions in the cell wall.

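The 13 models that Tables 3 and 4 list as overexpressed in the defective seed coats had a median log2 ratio of 2.02 in Clark (range 1.19 to 3.56) and of 4.91 in Harosoy (2.90 to 5.74) at 100–200 mg. The 16 models listed as overexpressed in the standard seed coats had medians of -2.39 in Clark (-4.07 to -1.66) and -4.06 in Harosoy (-8.81 to -1.88). Of 10000 random lists of the same size matched on mean expression, 95% had medians between -0.20 and 0.26 in Clark and between -0.31 and 0.22 in Harosoy for the first set. The study chose these models on the same libraries, so the comparison is not independent evidence. In the limma fit 2 of the 29 models had an adjusted p-value under 0.05 over all models tested, Glyma12g34160.1 and the amino acid permease AAP3 model Glyma04g38640.1, and all 29 had one adjusted over the list alone, in the sets of 13 and 16. Some of the Harosoy ratios rest on few hits, with 1 hit for Glyma13g27050.1 in the standard library and 2 hits for Glyma07g28610.1 in the defective library.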

A selection of 29 of the 364 differentially expressed genes at the 100–200 mg seed weight stage are shown in Table 3 (in Clark background) and Table 4 (in Harosoy background) along with their functional annotations, fold-changes in differential expression, and p-values. The data for all 364 genes are shown in Table S3. 

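The glycine-rich protein models Glyma07g28610.1 and Glyma02g42630.1 were at 27.3 and 30.9 RPKM in Clark standard seed coats at 100–200 mg, 7.08-fold and 5.42-fold above the defective ones. In Harosoy they were at 416 and 530 RPKM in the standard library. There Glyma07g28610.1 was at least 5420-fold above the defective library, and Glyma02g42630.1, with 6 hits in the defective library, was 2860-fold above it. Their ratio to each other lay between 0.55 and 1.48 in 11 libraries, over which their level changed 2334-fold, and reads shared between the models cannot be separated in the deposited values.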

Six genes in Tables 3 and 4 have cell wall structural protein annotations, including proline-rich proteins PRP1 and PRP2 and glycine-rich proteins.

### Cell Wall Related Genes Expressed in Both Clark and Harosoy Seed Coats

As presented in Tables 3 & 4, PRP1 and PRP2 were two of the highly differentially expressed proline-rich protein genes in both Clark and Harosoy isolines. 

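PRP1 (Glyma09g12200.1) was 7.08-fold higher in Clark defective than in Clark standard seed coats at 100–200 mg, and 36.3-fold higher in the Harosoy defective line. PRP2 (Glyma09g12260.1) was 4.66-fold lower in the Clark defective line and 396-fold lower in the Harosoy defective line. The log2 ratio of PRP1 in the limma fit was 4.00 (standard error 0.75, adjusted p = 0.16) and that of PRP2 was -5.34 (standard error 1.34, adjusted p = 0.20). The standard error reflects the unequal size of the difference in the backgrounds. The ratio of PRP2 to the neighbouring model Glyma09g12250.1, also a proline-rich protein, stayed between 1.33 and 1.71 in all 12 libraries while PRP2 changed 1112-fold, so that reads shared between these models cannot be excluded.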

In the Harosoy isolines, both the RPKM levels and fold differences for these genes were higher as compared to Clark isolines. 

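In the seed coats of 100–200 mg seeds PRP1 was at 874 RPKM in Clark standard and 6181 RPKM in Clark defective seed coats, and at 162 and 5890 RPKM in the Harosoy standard and defective seed coats. PRP2 was at 809 RPKM in Clark standard and 174 RPKM in Clark defective seed coats, and at 3438 and 8.68 RPKM in the Harosoy lines. Of the 4 lines, the Harosoy standard line had the highest level of PRP2 and the lowest level of PRP1.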

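PRP1 was at 12890 RPKM in Clark standard and 8989 RPKM in Clark defective seed coats at 50–100 mg, and at 8714 and 9137 RPKM in the Harosoy lines. Late in development, at 400–500 mg, it was at 39.9 and 12.2 RPKM in Clark and at 29.3 and 43.1 RPKM in Harosoy.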

The expression of the PRP1 was higher earlier in development and declined as shown in Figure 4A. In contrast, PRP2 was expressed only at the later stages of seed development as seen in Figure 4B. 

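At 50–100 mg, PRP2 was at 24.1 RPKM in Clark standard, 21.3 in Clark defective, 10.2 in Harosoy standard and 4.12 in Harosoy defective seed coats. By 400–500 mg it was at 4584 RPKM in Clark standard, 3292 in Clark defective, 3221 in Harosoy standard and 1313 in Harosoy defective seed coats.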

The differential expression between the standard and defective seed coats was maximal for both PRP1 and PRP2 at the 100–200 mg weight range in Clark and Harosoy isolines. 

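The log2 ratios of PRP1 in Clark were -0.52, 2.82 and -1.64 at 50–100, 100–200 and 400–500 mg, and in Harosoy they were 0.07, 5.17 and 0.54. Those of PRP2 were -0.17, -2.21 and -0.48 in Clark and -1.13, -8.47 and -1.29 in Harosoy.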

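Over the 6 isoline pairs, PRP2 was lower in the defective library in 6 of 6, with a mean log2 ratio of -2.29 (SD 3.11) and p = 0.0312 in an exact two-sided sign-flip permutation test, the smallest p that 6 pairs allow. Adjusted over the 5 genes tested in this way, the p-value was 0.1562 (Benjamini-Hochberg, exact permutation test). PRP1 was higher in the defective library in 4 of the 6 pairs, with a mean of 1.07 (SD 2.49) and an exact permutation p of 0.3438. The stages of a line are not replicates, so the test asks only whether the labels within pairs are exchangeable.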

PRP1 transcripts appeared to decline in abundance faster in the standard seed coats of both Clark and Harosoy isolines leading to higher levels in the defective seed coats whereas PRP2 transcripts were always less abundant in the defective seed coats.

**Figure 4:**
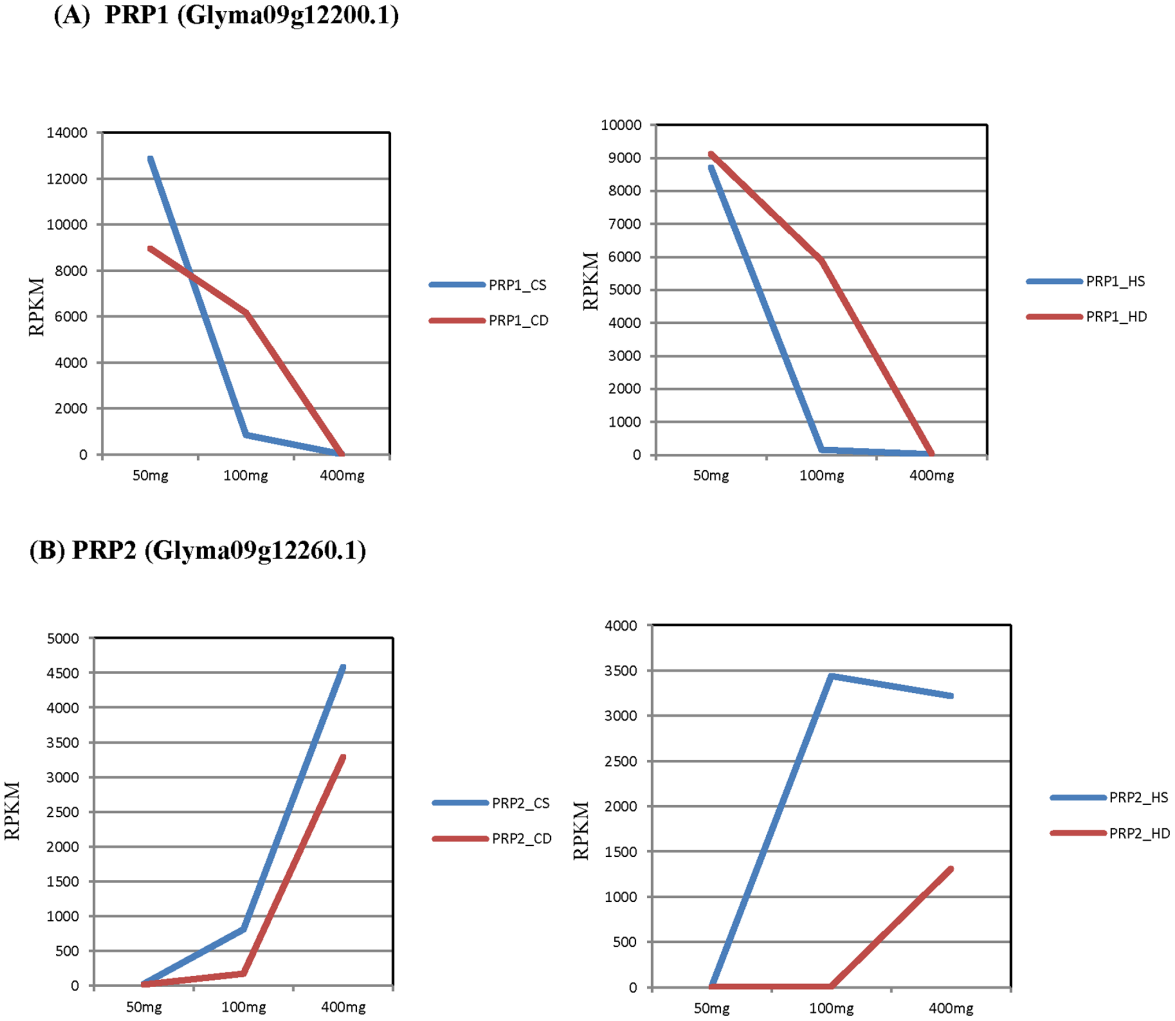
The Expression Levels of (A) PRP1 and (B) PRP2 Genes in Standard and Defective Seed Coats of either Clark or Harosoy Backgrounds at Three Stages of Seed Development. The blue line in the graphs represents expression level (RPKM) of these genes in seed coats of standard isolines and the red line represents expression levels in the defective seed coats at the 50–100 mg, 100–200 mg, and 400–500 mg seed weight ranges. Maximal differential expression of the genes between the standard and defective isolines was observed at the 100–200 mg seed weight stage. (Abbreviations: CS: Clark standard, CD: Clark defective, HS: Harosoy standard, HD: Harosoy defective).

The expression levels of PRP1 and PRP2 at different seed weight stages were previously demonstrated by [10] using RNA blots in the Clark isoline. 

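Because PRP1 and PRP2 share repeated sequence and a read could be placed on both, the lower gene's value sets an upper limit on what could be carried over from the other. At 50–100 mg, PRP2 was at 0.05% to 0.24% of the PRP1 level in the 4 lines. PRP1 at 400–500 mg was at 0.37% to 0.91% of the PRP2 level in the Clark lines and the Harosoy standard line, and at 3.28% in the Harosoy defective line.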

Our previous RNA blots agree with our present RNA-Seq data showing that PRP1 was expressed more abundantly in early development, whereas PRP2 was present in the older seed coats. These two Glyma models were called as “low confidence” gene models with no annotation by the Glyma gene model version 1.0 at the Phytozome database and as extensin-related genes in Glyma model version 1.1, whereas the non-redundant database of the National Center for Biotechnology Information (NCBI) annotated them as proline-rich proteins. We conducted manual annotations in the following manner to confirm them as the classically defined soybean PRP1 and PRP2 genes which are in NCBI. The nucleotide and amino acid sequences of PRP1 from NCBI (J02746) showed 100% match with Glyma09g12200.1 from the soybean genome (Figure S3), and the nucleotide sequence of SbPRP2 gene from NCBI (J05208) showed 98.8% similarity with Glyma09g12260.1 (Figure S4). There was a difference of 10 amino acids between the amino acid sequence of PRP2 in cultivars Wayne (amino acid sequence from NCBI) and Williams (amino acid sequence from the soybean genome). Both PRP1 and PRP2 genes are linked and separation between these genes is approximately 146 kb (Figure S5).

The graphical representations of the expression levels of the other differentially expressed genes shown in Tables 3 and 4 at all three different stages of seed development is presented in Figures S6 and S7, respectively, showing that all have the highest differential expression at the mid- developmental stages of 100–200 mg seed weight. 

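The absolute log2 ratio was largest at 100–200 mg for 29 of the 29 models of Tables 3 and 4 in Harosoy and for 27 of 29 in Clark. The other two in Clark were largest at 400–500 mg. These were the auxin-responsive GH3 model Glyma05g21680.1, with 1.34, -1.66 and 1.84 at 50–100, 100–200 and 400–500 mg, and the seed storage protein model Glyma13g36400.1, with -0.32, -1.82 and -1.88. With a pseudocount of 0.1 RPKM the number in Clark was 22.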

Included is the pattern for several other proline and glycine-rich proteins and that of the xylem serine proteinase that is overexpressed in the defective seed coats (Figure S6-M). 

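The xylem serine proteinase model Glyma04g02460.2 was at 189 RPKM in Clark standard and 434 RPKM in Clark defective seed coats at 100–200 mg, and at 73.5 and 556 RPKM in the Harosoy lines. These were 2.30-fold and 7.56-fold differences. It was still 2.36-fold higher in the Clark defective library and was 1.11-fold lower in the Harosoy defective library at 400–500 mg.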

In many of these genes, those that are highly expressed in the 50–100 mg seed coats and then decline show a pattern similar to PRP1 in that they are overexpressed in the defective seed coats. Likewise, those that are overexpressed in the standard line are similar to PRP2 in that they generally have higher RPKM expression levels later in development.

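For the models of Tables 3 and 4 that changed at least 2-fold from 50–100 to 400–500 mg in the standard line of the other background, the difference between the lines at 100–200 mg, defective against standard, was opposite in sign to that change in 27 of 27 models in Clark and in 25 of 26 in Harosoy. Choosing the direction of change in the other background keeps it apart from the libraries compared. The sign does not place the defective level between those of the standard line, since Glyma08g46790.1 in Clark was at 8.49 RPKM at 50–100 mg and 17.1 RPKM at 100–200 mg in the standard line and at 82.4 RPKM in the defective line at 100–200 mg.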

Figure 3 shows that 21% of the cell wall related genes were annotated as fasciclin related. The graphical view of expression of these fasciclin-like arabinogalactan genes in the seed coats of both standard and defective seed coat isolines at three different stages of seed development is presented in Figure S8. All of the genes showed expression patterns with significant differential expression at 100–200mg seed weight stage and their transcript levels were higher in the defective as compared to the standard seed coats, as was the case with PRP1. Thus, all 11 of these genes were overexpressed in the defective seed coat. 

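The 11 fasciclin-like models were higher in the defective lines in both backgrounds, with median log2 ratios of 1.31 in Clark (from 1.10 for Glyma12g07490.1 to 2.29 for Glyma03g09120.1) and 1.56 in Harosoy (from 1.40 for Glyma04g15200.1 to 2.15 for Glyma12g07430.1). The medians were 1.41 and 1.60 with a pseudocount of 0.1 RPKM, and 1.31 and 1.62 with each pair rescaled to a median ratio of 1. None of the 11 had an adjusted p-value under 0.05 in the limma fit over all models tested, and all 11 had one adjusted over the list alone, a list that the study chose on these libraries. In Clark 2 of the 11, Glyma03g33720.1 and Glyma12g07490.1, differed more at 50–100 mg, where they were lower in the defective library by 1.33 and 1.22 on the log2 scale. For 8 of the 11 the defective library at 100–200 mg was more than 2-fold above the highest library of its own standard line over the 3 stages, in both backgrounds. Glyma12g07430.1 and Glyma12g07460.1 had a ratio of 0.90 to 1.06 to each other, so that the 11 models are not 11 independent measurements.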

Figure S9 graphs the developmental profiles of the remaining 25 cell wall genes overexpressed in the defective isolines and Figure S10 shows the remaining 3 cell wall genes that were overexpressed in the standard seed coats.

It is clear from the 68 graphs of the gene expression patterns shown in Figures S6–S10 that the 100–200 mg weight range shows the highest differential expression and that many of the genes can be classified as either declining in expression or increasing in expression during seed coat development as is the case for the PRP1 and PRP2 patterns. 

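The cell wall related models of Table S3 at 100–200 mg differed most at 100–200 mg in 41 of 51 cases in Clark and in 49 of 51 in Harosoy. In Clark 9 of the other models differed most at 50–100 mg and 1 at 400–500 mg, and in Harosoy 2 differed most at 400–500 mg.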

In many cases, the net pattern mutation appears to increase expression of many of the cell wall related genes in the 100–200 mg weight range as for PRP1. In contrast, many of the genes that are overexpressed in the standard line appear to be increasing during late seed development in both standard and defective lines as does PRP2.

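Of the cell wall related models of Table S3, 43 were higher and 8 were lower in the defective lines at 100–200 mg, with the same division in Clark and Harosoy. The median log2 ratio was 1.30 in Clark and 2.14 in Harosoy, against random lists of as many models matched on mean expression of which 95% fell between -0.10 and 0.13 in Clark and between -0.20 and 0.08 in Harosoy. In the limma fit all 51 passed adjusted over the list alone and none over all models tested. The study chose the list on these libraries, so neither the random lists nor the result over the list alone is independent evidence. The extremes in Clark were -2.54 for Glyma07g28610.1 and 2.82 for PRP1, and in Harosoy they were -8.81 for Glyma02g42630.1 and 5.17 for PRP1.

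**Figure D3:**
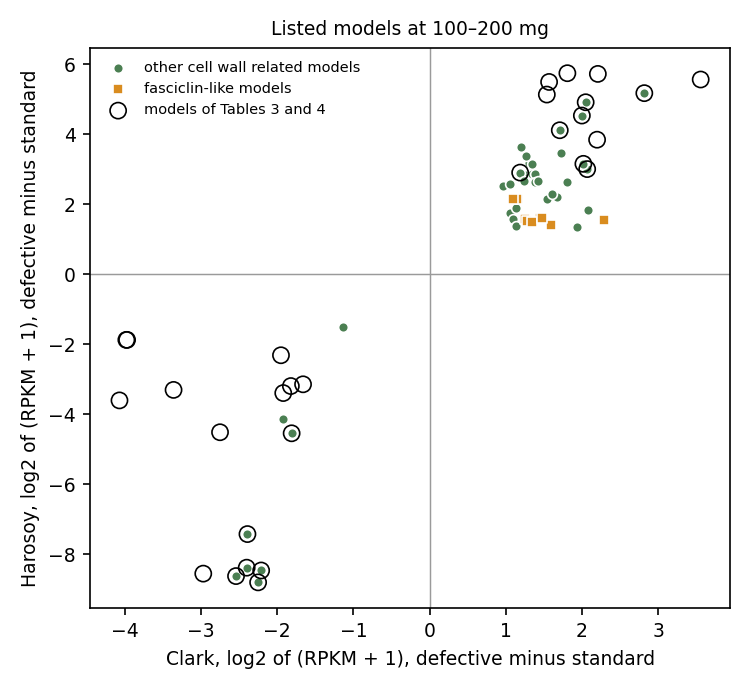
Log2 of RPKM plus 1, defective minus standard, at 100–200 mg in Clark (x axis) and Harosoy (y axis), 1 point per gene model. Squares are the fasciclin-like models, filled circles the other cell wall related models and open circles the models of Tables 3 and 4, all of which have the same sign in both backgrounds.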

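All of the cell wall related models that changed at least 2-fold over development in the standard line of the other background, 49 in Clark and 50 in Harosoy, differed between the lines at 100–200 mg in the direction opposite to that change, so that falling models were higher and rising models lower in the defective line.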

### Hormone Regulated Genes which were Differentially Expressed in Both Clark and Harosoy Backgrounds

There were 21 hormone regulated genes that were differentially expressed in the seed coat of wild type and defective isolines of both Clark and Harosoy background (Table S3) including representative auxin and gibberellin regulated genes that are shown in Tables 3 & 4. 

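The hormone related entries of Table S3 cover 20 different models. At 100–200 mg, 10 of them were higher and 10 lower in Clark, with a median log2 ratio of -0.37, and 8 were higher and 12 lower in Harosoy, with a median of -1.35. In Clark the lowest was Glyma10g35870.1 and the highest was the GAST1 homolog Glyma04g02660.1, at 1.54. In Harosoy the lowest was the ethylene-forming enzyme model Glyma02g43560.1, at -4.09. Table S3 pools hormone related entries of every stage, and Glyma02g43560.1 is lower in both backgrounds at 400–500 mg, whereas at 100–200 mg it was 1.13-fold higher in Clark defective seed coats. None of the 20 passed in the limma fit over all models at 100–200 mg, and 17 did when adjusted over the list alone, which the study had chosen on these libraries.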

One gene model Glyma10g35870.1 showed the best match to the authentic ADR12 (auxin down regulated) gene from NCBI (S58482). It showed approximately 16-fold lower expression in the Clark defective seed coats and 4-fold lower expression expression in Harosoy defective seed coats (Tables 3 & 4). 

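ADR12 had 45730 hits in the Clark standard library and 1819 in the Clark defective library at 100–200 mg, or 729 and 45.2 RPKM, which was 16.1-fold lower in the defective line. In Harosoy it was at 63.8 and 16.6 RPKM, 3.83-fold lower. Its log2 ratio in the limma fit was -2.93 at this stage (standard error 0.85, adjusted p = 0.24).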

Auxin is an important phytohormone that plays several important roles in plant growth and development. The expression level of this gene at different stages of seed development in both standard and defective seed coat isolines is presented in Figure 5A for RNA-Seq data. In the Clark standard isoline, this gene showed higher expression in earlier stages, and there was continuous decrease in the expression level at later stages of seed development. 

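ADR12 (Glyma10g35870.1) was at 848, 729 and 449 RPKM in Clark standard seed coats at 50–100, 100–200 and 400–500 mg. In Clark defective seed coats it was at 131 RPKM at 50–100 mg and 167 RPKM at 400–500 mg, 6.47-fold and 2.68-fold below the standard library.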

There was significant differential expression at all the seed developmental stages (Figure 5A, left). In the Harosoy standard isoline, expression of ADR12 increased continuously with developmental stages and also increased in the defective seed coats at the two older stages, although the levels were significantly lower in the defective seed coats (Figure 5A, right). 

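In Harosoy standard seed coats ADR12 was at 33.0 RPKM at 50–100 mg and 135 RPKM at 400–500 mg. In the defective line it was at 55.2 RPKM at 50–100 mg, 1.68-fold above the standard library, and at 71.0 RPKM at 400–500 mg, 1.90-fold below it. Over the 6 pairs it was lower in the defective library in 5, with a mean log2 ratio of -1.69 (SD 1.60) and an exact sign-flip permutation p of 0.0625.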

The expression pattern of ADR12 using RNA blots (Figure 5B, top) coincides well with the RNA-Seq data in that the defective seed coats have reduced expression especially in the Clark isolines. In addition, the blots confirm that the ADR12 is more highly expressed in standard seed coats of Clark than in Harosoy. As presented in the blots in Figure 5B, bottom panel, there was no differential expression observed from 4–5 days old soybean hypocotyls in standard and defective isolines of Clark and Harosoy. Thus, the differential expression of this gene is likely confined to the seed coats that manifest the defective cell wall structure.

**Figure 5:**
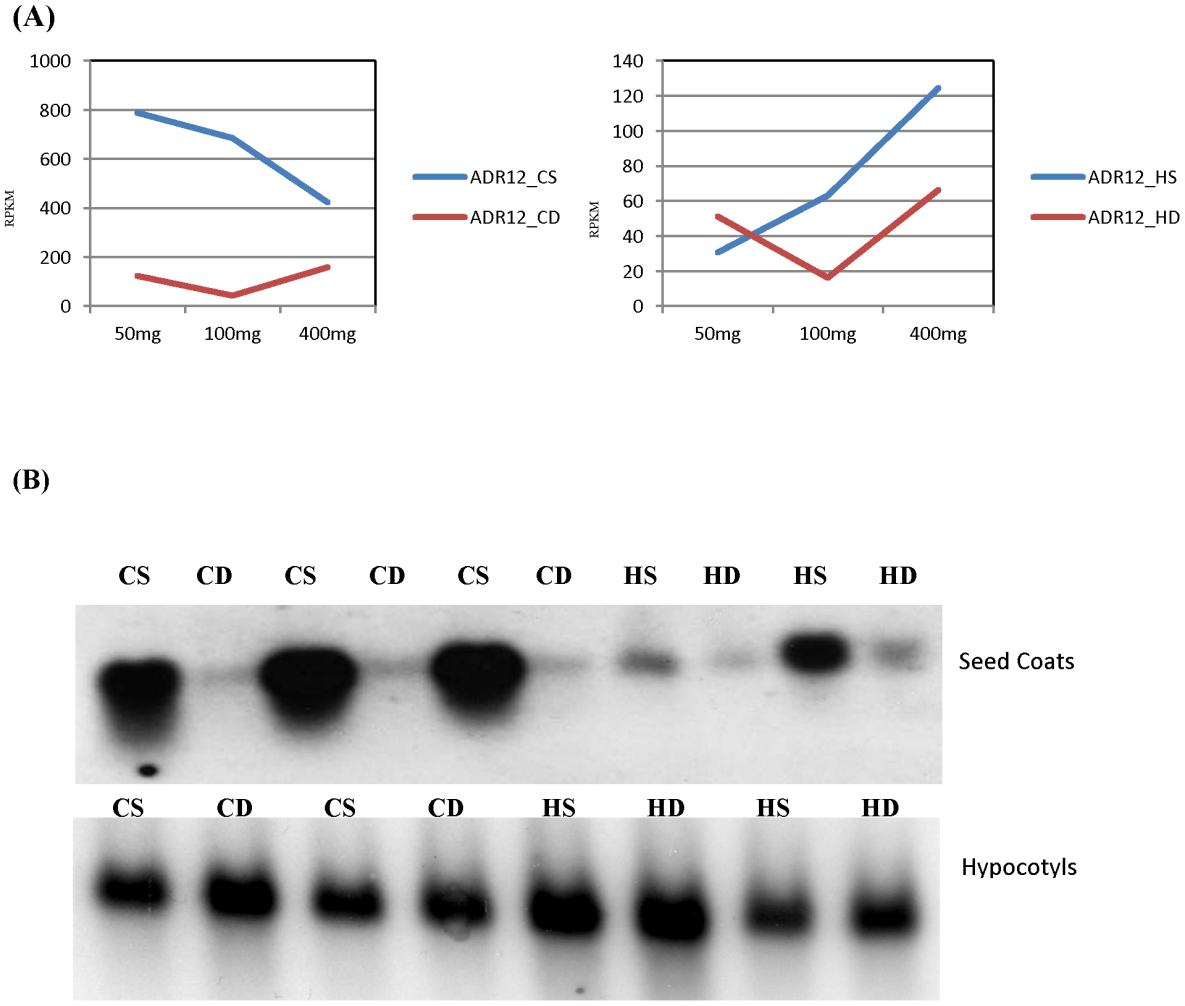
The Expression Levels of ADR12 (Glyma10g35870.1) Transcripts in Standard and Defective Seed Coat Isolines as Determined by RNA-Seq and RNA blots. (A) The levels of ADR12 (ADR12-2) transcripts (as RPKM) in seed coats of Clark (left) or Harosoy (right) isolines. The blue line in the graphs represents the expression level (RPKM) of this gene in seed coats of standard isolines and the red line represents expression levels in the defective seed coats at the 50–100 mg, 100–200 mg, and 400–500 mg seed weight ranges. (B, Top) The Northern blots of RNA from 100–200 mg soybean seed coats representing three independent extractions of the Clark and two independent samples of the Harsoy lines. (B, Bottom) The Northern blot of RNA from 4–5 days old soybean hypocotyls extracted from two independent samples of each line. Each gel lane was loaded with 10 ug of total RNA, electrophoresed, stained with ethidium bromide to confirm equal loadings, and blotted. The RNA blots were probed with Gm-r1088-6964, a EST clone representing ADR12 and corresponding to Glyma10g35870.1. Whereas there is differential expression in the seed coats of standard and defective lines, there was no difference in expression of ADR12 in the hypocotyls. (Abbreviations: CS: Clark Standard, CD: Clark defective, HS: Harosoy standard, HD: Harosoy defective).

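The GAST1 homolog Glyma04g02660.1, annotated as gibberellin regulated, was at 421 RPKM in Clark standard and 1222 RPKM in Clark defective seed coats at 100–200 mg, and at 16.2 and 600 RPKM in the Harosoy lines. The auxin-responsive GH3 model Glyma05g21680.1 was at 8.63 and 2.06 RPKM in the Clark lines and at 10.3 and 0.273 RPKM, with 34 hits in the defective library, in the Harosoy lines. In Clark this model was higher in the defective library at the other stages, by 4.05-fold at 50–100 mg and 6.41-fold at 400–500 mg.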

The expression pattern of two other hormone regulated genes in Tables 3 and 4 that showed significant differential expression in the seed coat of wild type and defective isolines of both Clark and Harosoy backgrounds is presented in Figures S6-L and S7-N. The gene that showed a gibberellin regulated annotation had an expression pattern similar to PRP1 with higher expression in defective isolines as compared to the standard seed coats at 100–200 mg seed weight (Figure S6-L), while the other gene that had an auxin related annotation showed a different expression pattern with under expression in the defective isoline at the 100–200 mg seed weight stage (Figure S7-N).

### Genes Differentially Expressed between Standard and Defective Isolines in Either the Clark or Harosoy Backgrounds

Along with the genes that showed significant differential expression in the seed coats of both genetic backgrounds, there were genes that showed significant differential expression in either the Clark or Harosoy isolines. 

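The models that passed 5 RPKM and 2-fold in Clark and not in Harosoy numbered 890 at 50–100 mg, 638 at 100–200 mg and 533 at 400–500 mg. Those that passed in Harosoy and not in Clark numbered 57, 3087 and 2019. A difference past the criteria in one background and not in the other was not tested as a difference between backgrounds. The copy of Table S2 held here ends part way through, so its entries were not counted as a whole.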

As presented in Table 2 and Table S2, there were approximately 1300 genes that showed differential expression in either the Clark or Harosoy background. These genes were divided into different broad functional categories based on functional annotations and presented in Figures S11, S12 and S13. The cell wall category is highest at the 100–200 mg stages and comprises 14% in Clark and 44% of the total differentially expressed genes in Harosoy seed coats. Another major category was transcription factor and transcription related genes (up to 11%). There were 109 genes with functional annotations that showed opposite differential expression (*ie*., if expression of a particular gene was higher in the standard isoline of Clark, then it was lower in the standard isoline of Harosoy) (Table S4).

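By the RPKM criteria alone, 13 models differed in opposite directions at 50–100 mg, 40 at 100–200 mg and 169 at 400–500 mg. The numbers expected from independent lists were 2.0, 66.0 and 23.9. All 9 entries of Table S4 for 50–100 mg and all 4 for 100–200 mg met these criteria in opposite directions, as did 94 of the 96 for 400–500 mg. In the oldest seed coats 113 of the models were lower and 56 were higher in the Clark defective library. With a minimum of 10 RPKM the number at 400–500 mg was 89. Glyma08g22530.1 and Glyma14g22700.1 had the largest opposite differences at 400–500 mg, with log2 ratios of -3.72 and -2.71 in Clark and 2.68 and 2.98 in Harosoy.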

### Transcription Factor Genes that were Differentially Expressed in Standard and Defective Seed Coat Isolines

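At 100–200 mg the TT1 models Glyma13g01720.1 and Glyma14g35140.1 were both at 1.59 to 1.60 RPKM in Clark standard seed coats and at 9.84 and 9.55 RPKM in Clark defective seed coats, 6.20-fold and 5.98-fold higher. In Harosoy they were at 0.752 and 0.776 RPKM in the standard line, with 44 and 39 hits, and at 13.0 and 14.7 RPKM in the defective line, 17.3-fold and 19.0-fold higher. The log2 ratios in the limma fit were 2.53 (standard error 0.24, adjusted p = 0.079) and 2.59 (standard error 0.28, adjusted p = 0.11). The ratio of Glyma13g01720.1 to Glyma14g35140.1 lay between 0.88 and 1.03 in 7 libraries, so that reads shared between them cannot be excluded. This ratio was below that range in both Clark libraries of the oldest seed coats, where the levels of the models, given below, were low.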

Two zinc finger domain (C2H2 type) containing protein genes that had TT1 (TRANSPARENT TESTA1) annotations were approximately 6-fold and 15-fold more highly expressed in the defective seed coats of the Clark and Harosoy lines, respectively, at the 100–200 mg seed weight stage (Tables 3 & 4). The expression level of these transcription factor genes at different stages of development is presented in Figure 6. These genes showed higher expression at the younger stage in both standard and defective isolines in the Clark background and then decreased with progressive seed weight stage. They increased somewhat in the Harosoy line at the 100–200 mg seed stage before declining.

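At 50–100 mg the TT1 models were at 11.9 and 12.2 RPKM in Clark standard and at 12.2 and 13.5 RPKM in Clark defective seed coats. In the oldest seed coats, at 400–500 mg, they were at 0.405 and 0.786 RPKM in Clark standard and at 0.317 and 0.511 RPKM in Clark defective seed coats.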

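In Harosoy standard seed coats the models Glyma13g01720.1 and Glyma14g35140.1 were at 11.9 and 11.5 RPKM at 50–100 mg, and in the defective line both were at 10.3 RPKM at that stage. Both lines had 3 hits or fewer on each model at 400–500 mg, so no fold difference is given there. Over the 6 pairs the mean log2 ratios were 0.80 and 0.82, with exact sign-flip permutation p-values of 0.4062 and 0.4375.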

**Figure 6:**
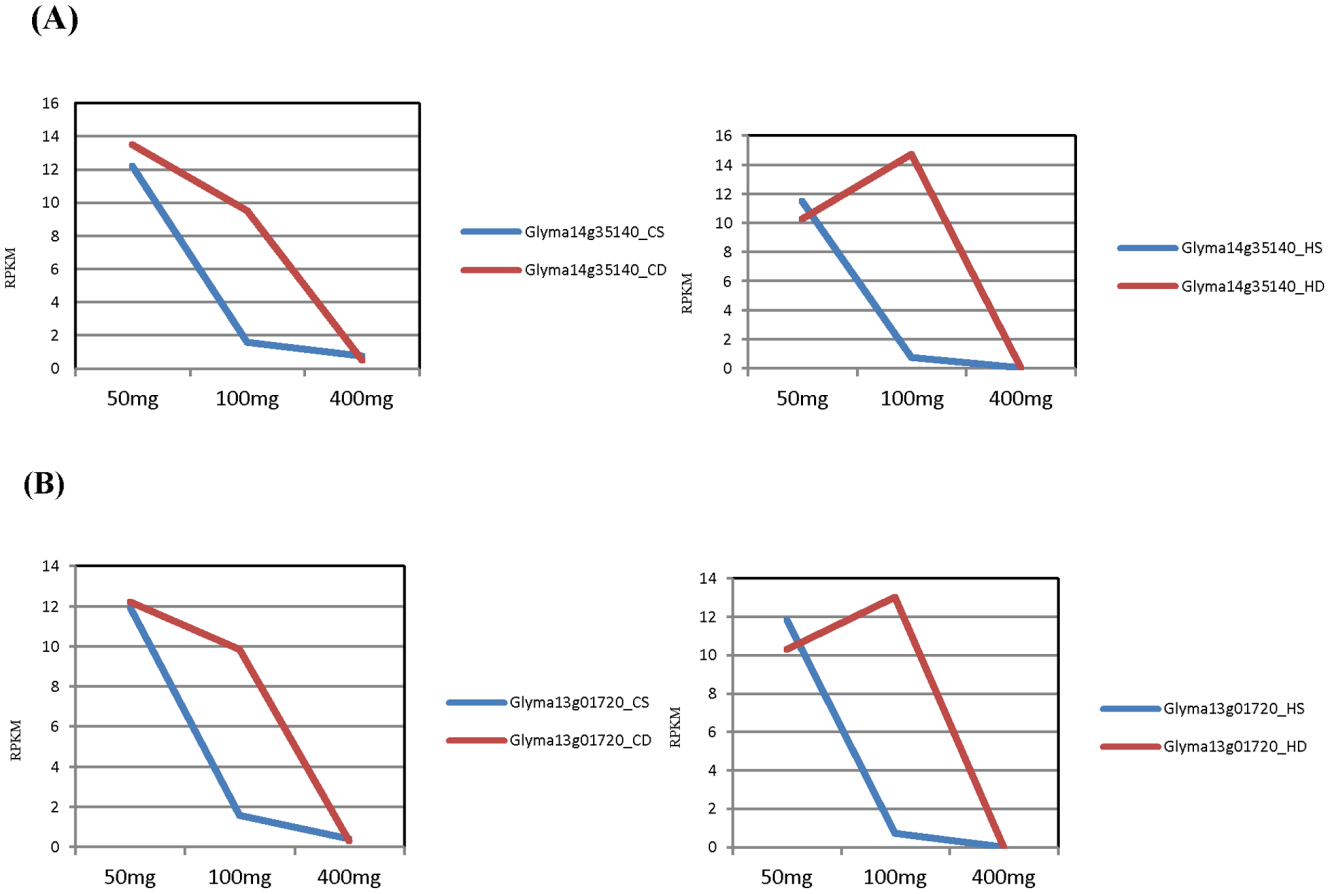
The Expression Levels of TRANSPARENT TESTA 1 (TT1) Genes in Standard or Defective Seed Coats of Clark and Harosoy Backgrounds. Both Glyma14g35140 (Figure A) and Glyma13g01720 (Figure B) gene models had TT1 annotations. The blue line in the graphs represents expression level (RPKM) of these genes in seed coats of standard isolines and the red line represents expression levels in the defective seed coats at the 50–100 mg, 100–200 mg, and 400–500 mg seed weight ranges. There was significant differential expression in these genes at 100–200mg seed weight range. (Abbreviations: CS: Clark standard, CD: Clark defective, HS: Harosoy standard, HD: Harosoy defective).

Along with the two TT1 gene models, there were 14 total transcription factor genes that showed differential expression in seed coats of standard and defective isolines in both of the Clark and Harosoy backgrounds at the 100–200 mg stage (Figure 7, Table S3). The most prominent category had NAC-related annotations. The other important classes of transcription factor genes were bHLH, zinc finger and ethylene responsive factor genes. 

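Of the 14 transcription factor models of Table S3 at 100–200 mg, 4 were higher and 10 were lower in the defective lines, in both backgrounds alike. Their median log2 ratio was -0.94 in Clark and -1.75 in Harosoy. The lowest in Clark was the NAC11 model Glyma19g28480.1, at -1.43, and in Harosoy it was the ERF107 model Glyma20g33800.1, at -3.48. The highest were the bHLH model Glyma08g46040.1 in Clark, at 1.26, and the LBD41 model Glyma18g53440.1 in Harosoy, at 1.66. The 4 NAC models, Glyma06g38410.1, Glyma12g22880.1, Glyma13g35550.1 and Glyma19g28480.1, were lower in the defective libraries at this stage by 2.67-, 2.88-, 2.01- and 3.41-fold in Clark and by 12.4-, 11.3-, 8.89- and 11.2-fold in Harosoy. In the limma fit 12 of the 14 passed adjusted over the list alone, which the study chose on these libraries, and none over all models tested.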

The expression of these transcription factor genes at three stages of seed development is presented in Figure S14 and S15. There were two transcription factor genes (Myb and bHLH) that showed expression patterns similar to TT1 and PRP1 (Figure S14 A & C). 

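The Myb model Glyma02g41180.1 was at 4.21 and 10.8 RPKM in Clark standard and defective seed coats at 100–200 mg, and at 2.29 and 8.13 RPKM in the Harosoy lines. The bHLH model Glyma04g37690.1 was at 3.39 and 7.31 RPKM in Clark and at 2.86 and 9.26 RPKM in Harosoy.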

Four of the other transcription factor genes showed expression patterns similar to PRP2 (Figure S15 A, C, E & H). Interestingly, there were no significantly differentially expressed transcription factor genes found in common at the 50–100 mg or 400–500 mg seed weight stages in both backgrounds.

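At 400–500 mg the 4 NAC models remained lower in the Clark defective library, by 1.61-, 2.35-, 1.50- and 2.52-fold in the same order, and were higher in the Harosoy defective library, by 2.74-, 4.91-, 3.32- and 15.9-fold. The transcription category of Table S3 holds 4 entries at 50–100 mg, and all 4 lie in the chromosome 13 block. It holds 0 entries at 400–500 mg.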

**Figure 7:**
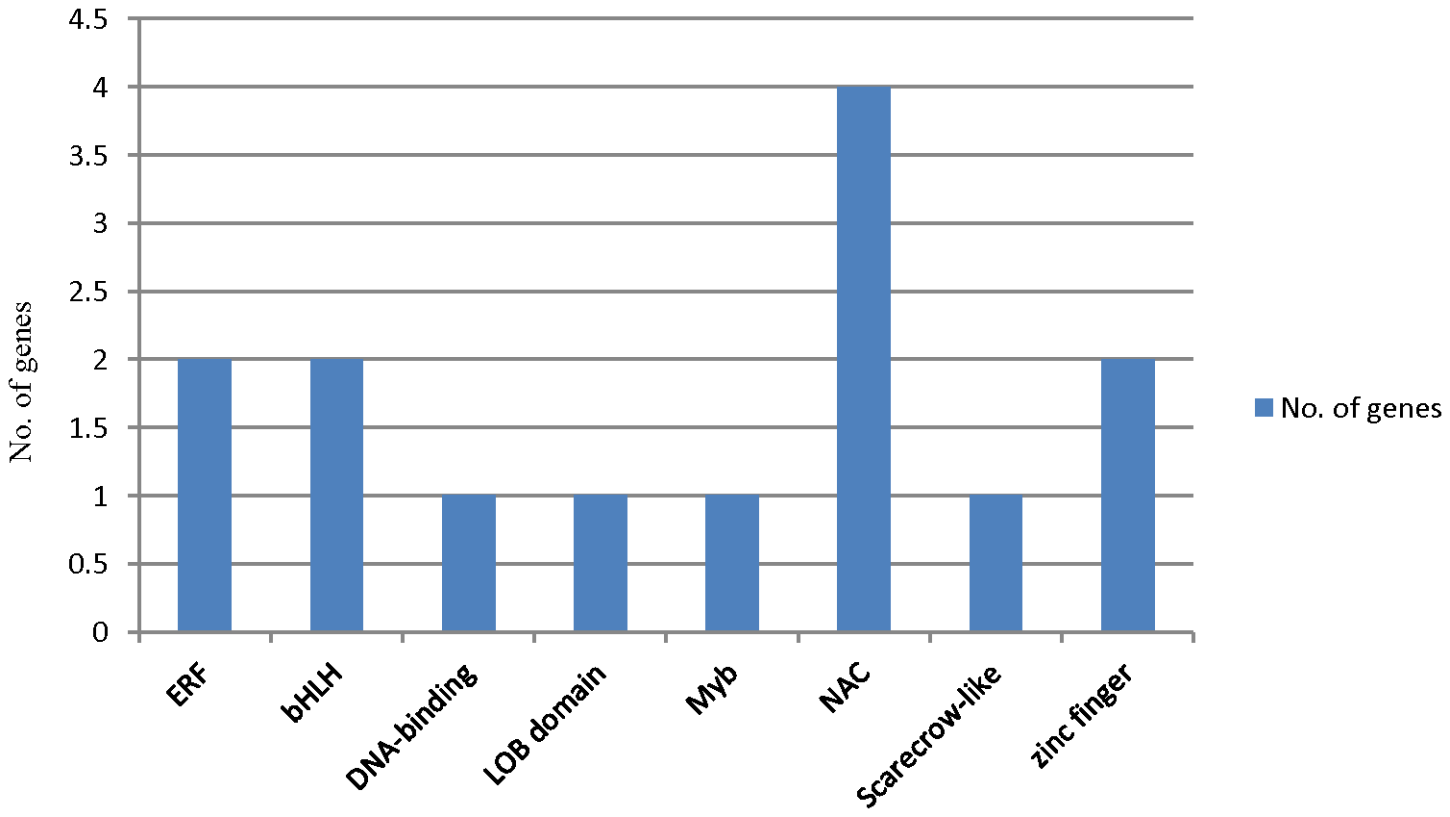
The Annotations of Differentially Expressed Transcription Factor Genes in Standard and Defective Seed Coats in Common Between Clark and Harosoy Backgrounds at the 100–200mg Seed Weight stage. The classification is shown of 14 significantly differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression and p-value ≤0.05) at the 100–200 mg seed weight stage that are in common between both the Clark and Harosoy backgrounds.

Table S2 contains the data for transcription factors that were differentially expressed between standard and defective seed coats in only the Clark or the Harsoy background. 

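Of the models that the part of Table S2 held here places in the transcription category, all 69 listed for Clark at 50–100 mg passed 5 RPKM and 2-fold in Clark and not in Harosoy. The model Glyma15g42810.1 was at 4.17 RPKM in Harosoy standard and 8.42 RPKM in Harosoy defective seed coats at 50–100 mg, a 2.02-fold difference, and at 6.37 and 6.56 RPKM in the Clark lines. It was also 2.22-fold higher in the Harosoy defective library at 400–500 mg.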

At the 50–100 mg seed weight stage, there were 59 transcription factor genes that showed differential expression in the seeds coats of only the Clark isolines with the maximum number of genes being related to the zinc finger category (Figure S16) whereas in the Harosoy isolines at the 50–100 mg seed weight stage, Glyma15g42810.1, was the only transcription factor gene that showed differential expression. Likewise, Figure S17 delineates the functional annotations of the 16 and 12 transcription factors that showed differential expression in the Clark background at the 100–200 or 400–500 mg stages, respectively, and Figure S18 shows the 43 and 111 transcription factors that were differentially expressed only in the Harosoy line at the later stages of development.

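For Clark at 100–200 mg the held part of Table S2 lists 21 models of the transcription category, of which 21 passed the RPKM criteria in Clark and 9 passed in Clark only. For Clark at 400–500 mg it lists 46, of which 46 passed in Clark only. The Harosoy entries were not counted here at any stage, although the held part of the table ends only among those for 400–500 mg.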

## Discussion

### Many Cell Wall Related Proteins are Affected by the Net Pattern Defective Seed Coat Mutation

We provide an overview of the genes that are affected by the “net pattern” mutation which affects the structural integrity of the soybean seed coat. As shown in Table 2 and Table S3, a total of 364 genes showed significant differential expression in both Clark and Harosoy isolines that contain the defective seed coat mutation. Approximately 15% of the differentially expressed genes showed cell wall related annotations including proline-rich proteins, glycine-rich proteins, fasciclin-like arabinogalactan proteins, expansins, and extensins. 

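Over the 3 stages together, 8.6% of the 619 entries that passed the RPKM criteria the same way in both backgrounds were cell wall related by the annotation of Table S3.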

As reported earlier, these are the major classes of proteins that provide tensile strength and structure to the cell wall [19], [20]. Xyloglucan [21], xylulose [22] and pectin had also been reported as structural components of the cell wall [23], [24], [25], [26]. Structural cell wall GRPs have glycine contents up to 60–70% [27], [28], [29], [30]. In our study, genes with glycine-rich protein annotation had glycine content from 11–40% in their amino acid sequence.

Allergens, thaumatin-like proteins, and cysteine-rich domain containing proteins have also been reported to play important roles in various functions related to the cell wall [31], [32], [33]. The genes with these annotations were differentially expressed in standard and defective isolines in our study and may be involved in the appearance of cracking on the seed coat. Xylem serine proteinase1 was one of the significantly differentially expressed genes at the 100–200 mg seed weight stage in this study. In Arabidopsis, this enzyme has been reported to be involved in xylem formation [34].

While we have concentrated on the 51 cell wall related genes that were significantly differentially expressed in both varieties, we note that there are 920 additional cell wall related genes that did not show differential expression in the seed coats of either of the two isoline pairs. Thus, there are many processes related to the cell wall that are not affected at the transcript level by the net-pattern mutation.

### Hormone Regulated Genes Affected by the Net Pattern Mutation

Auxin is a plant growth regulator that is required for cell expansion, division and differentiation. Auxin pathway related genes have been reported to regulate several cell wall related genes in Arabidopsis [35], [36]. Likewise gibberellins had been reported to alter the expression of cell wall loosening genes and to work in coordination with auxin and abscisic acid hormone pathways [37]. Genes related to the jasmonic acid pathway and ethylene response may also be related to cell wall formation [38], [39]. As presented in the results (Tables S2–S4), there were differentially expressed genes in the standard and defective isolines that showed ethylene response related, auxin and gibberline hormone related/regulated annotations suggesting an effect of the seed coat mutation on these genes. The role of the auxin downregulated ADR12 transcript that showed high differential expression in the standard and defective seed coats but not in the hypocotyls (Figure 5) is not known. The predicted peptide form the ADR12 transcript is small at only 71 amino acids. Likely, many of the transcript differences for the affected pathways are confined to the seed coats as is the case for the ADR12 transcript. Such an extensive disruption of cell wall metabolism by the suite of genes affected in the net pattern mutation that leads to producing tears in the walls would likely be detrimental to the growth of the seedlings but is tolerated in the latter stages of seed coat development.

### Transcript Abundance and Levels of Soluble Proline-Rich Proteins are Reduced in the Defective Seed Coat Mutation

The proline-rich proteins are composed of small tandem repeats such as PPVYK or PPVEK, where the second proline is often hydroxyproline [40]. In our study PRP1 and PRP2 were among the highly differentially expressed genes (Tables 3 and 4). PRP1 was previously identified and characterized based on cDNA and amino acid sequence [41], [42], [43], [44]. Likewise, PRP2 had also been characterized as a slightly smaller protein than PRP1, and both consist essentially of the repeating decamer PPVYKPPVEK [45]. Gene model numbers corresponding to these genes were obtained from the Phytozome database that has genomic sequence from the Williams cultivar of *Glycine max* [46]. The Williams PRP2 protein is smaller when compared with the PRP2 in the cultivar Wayne from which it was originally sequenced as presented by amino acid sequence alignment in Figure S4. This corresponds with another study showing that in some soybean varieties both PRP1 and PRP2 proteins are smaller because of in frame deletions in the coding region of units of the tandem decamer repeats. In previous reports, PRP1 and PRP2 had also been reported to be linked, but separated by approximately 13% recombination units [47]. A BLAST search for these genes in Phytozome showed that they are located on chromosome 9, approximately 146 kb apart (Figure S5).

As described in our results, the expression of PRP1 was dramatically higher in the yellow Harosoy isolines (homozygous for *I* alleles), as compared to black Clark isolines (homozygous for the *i* allele) (Figure 4). Likewise, another study showed that the *I* locus which controls inhibition of anthocyanin accumulation in the epidermal cells of the soybean seed coat also affects abundance of PRP1 mRNA and protein in the seed coat. Interestingly, an epistatic interaction between the recessive *i* and *t* alleles also causes cracking of the pigmented seed coat [48]. This seed coat cracking is not related to the defective seed coats of the net pattern described in this report which is independent of seed color as shown in Figure 1. However, this genetic interaction implies an interaction of the flavonoid pathway with cell wall structure as the *t* locus is known to encode a flavonoid 3′ hydroxylase [17].

Our RNA-Seq data (Figure 4) show excellent agreement with the previous RNA blots [10] indicating a delay in the decline of PRP1 transcripts in the defective seed coats leading to higher levels in the defective seed coats at the middle weight range of 100–200 mg. Despite the presence of significant levels of PRP1 transcripts in the defective seed coats, no PRP1 protein was detectable by immunoblotting in defective Clark seed coats at any stage of seed development but it was easily extractable from the standard, non-defective isoline at the same stages [10]. However, the similar PRP2 protein was extractable from both standard and defective seed coats. These results implied that a major physiological event in the net pattern defective seed coats may be the irreversible cross-linking of PRP1 into the cell wall occurring in the developing seeds.

### Transcription Factors Affected by the Net Pattern Mutation

Transcription factors are important players for controlling the flow of genetic information from DNA to RNA and ultimately affecting the growth and physiology of the plant. In this study, there were approximately 240 differentially expressed transcription factor genes at different seed weight stages (Tables S2–S4). These genes were divided into different classes as presented in Figures 7, S16, S17, and S18. The major classes of transcription factors genes which showed differential expression in our study were Myb, NAC, basic helix-loop-helix, WRKY, and zinc finger transcription factors. Transcription factors of these types been reported to affect cell wall integrity in other plant species. MYB domain containing transcription factors are involved in secondary cell wall biosynthesis, pollen wall composition, mucilage deposition, extrusion and lignin deposition in Arabidopsis [49], [50], [51], [52]. The MYB46 and MYB83 transcription factors are thought to regulate secondary wall biosynthesis in Arabidopsis [53], [54]. A basic helix-loop-helix transcription factor had been reported to play an important role in tapetal cell development [55]. The role of a MADS-box transcription factor as RIPENING INHIBITOR (RIN) is in cell wall metabolism and carotenoid biosynthesis [56] and a basic leucine zipper domain containing transcription factor had been reported to affect pollen coat patterning [57]. As demonstrated by Wang *et al.,* WRKY transcription factors are involved in regulation of downstream genes encoding the NAM, ATAF1/2, and CUC2 (NAC) and CCCH type (C3H) zinc finger TFs that activate secondary wall synthesis [58]. NAC domain containing transcription factors were reported to be involved in secondary cell wall biosynthesis and in the regulation of cellulose and hemicellulose biosynthetic genes in addition to those involved in lignin polymerization and signaling in Arabidopsis and Eucalyptus [59], [60]. Rice and maize SWNs (Secondary wall NACs) and MYB46 had been reported as master transcriptional activators of the secondary wall biosynthetic program [61]. The AP2 domain containing family is an ethylene responsive group of transcription factors, and in *Arabidopsis thaliana*, these were expressed in specific cell types of roots, stems and seeds that undergo suberization [62]. The TT1 genes were another class of the significantly differentially expressed genes in this study (Figure 6). These transcription factor genes had been reported to be involved in seed coat pigmentation and integrity in Arabidopsis [63].

It is likely that the defective seed coat mutation in soybean sets in motion changes in many pathways related to the cell wall. Some of the differential expression may be a temporal shift in developmental appearances of transcripts. Notably, in the case of the TT1 homolog, it appears that the decline in its transcript levels was delayed in the defective seed coats relative to the standard seed coats (Figure 6), thus leading to significant differential expression at the 100–200 mg seed weight range. This profile is similar to the pattern exhibited by the PRP1 protein (Figure 4A) in that its decline in expression appears to be slowed. Thus, a developmental delay in the normal expression patterns of multiple genes appeared to be a feature of the effect of this mutation as shown in Figures S6–S10 and S14–S15. These shifts may be one of the reasons for significant differential expression at the mid-seed weight range of 100–200 mg and may indicate that the triggering event occurs at or before the 50 mg seed weight range.

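A delay was measured on models that changed at least 4-fold between 50–100 and 400–500 mg in the standard line of the other background. For each model the position of the 100–200 mg library was computed on the log2 scale between the 50–100 mg library (0) and the 400–500 mg library (1) of its own line. Among falling models the median position was 0.34 in Clark standard and 0.18 in Clark defective seed coats, and 0.51 and 0.12 in the Harosoy lines. Among rising models it was 0.32 and 0.09 in Clark and 0.68 and 0.14 in Harosoy. The differences of the medians, defective minus standard, were -0.15 and -0.24 in Clark for falling and rising models, and -0.39 and -0.54 in Harosoy. The standard medians also differed between the backgrounds. With 1 library per line and stage, seeds of unequal age within the weight range could give such differences, which was not tested. The position was lower in the defective line for 80.6% of 1431 falling and 80.2% of 587 rising models in Clark, and for 93.5% of 1547 and 88.7% of 892 models in Harosoy. Leaving out the models of Table S3 gave differences of -0.14, -0.23, -0.37 and -0.53. Choosing the models in the own background's standard line moved the values most, to -0.42 for rising models in Harosoy. All 4 lines were read on the same platform at a given stage, so that the comparison between lines is not affected by the change of platform between stages in the way a comparison of stages is. Across models, the log2 ratio of defective to standard had a Spearman rho of 0.368 in Clark at 50–100 mg with the change over development in the Harosoy standard line, which places the Clark defective library ahead at that stage, and its position at 100–200 mg is measured from that library. The same rho at 100–200 mg was -0.314 in Clark and -0.572 in Harosoy. From the profiles of its selected genes, the paper proposes that a developmental delay in the expression patterns of many genes was a feature of the mutation.

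**Figure D4:**
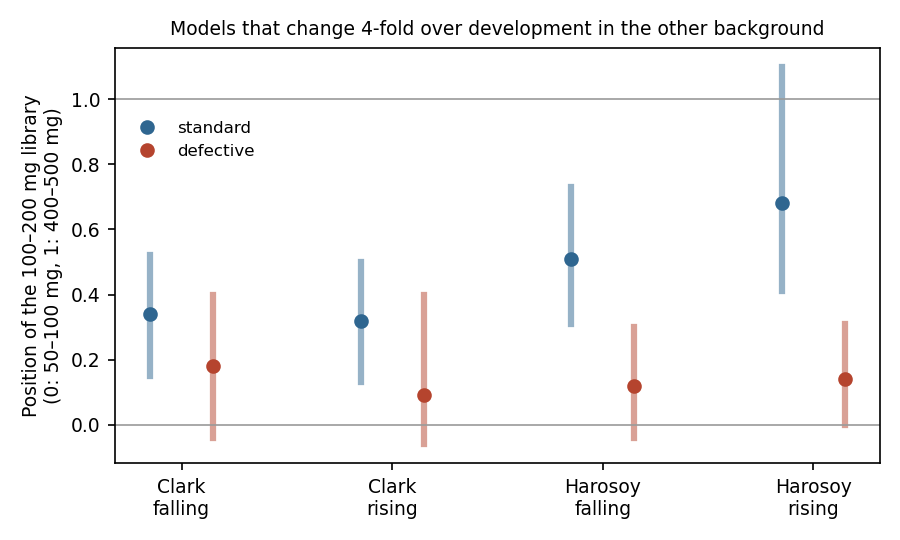
Position of the 100–200 mg library between the 50–100 mg (0) and 400–500 mg (1) libraries of the same line (y axis), by background and direction of change (x axis). Points are medians over models and bars run from the first to the third quartile; the defective medians lie between 0.09 and 0.18 and the standard medians between 0.32 and 0.68.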

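Of the models that passed the RPKM criteria the same way in both backgrounds at 100–200 mg and changed at least 2-fold over development in the other background's standard line, 359 of 374 in Clark, or 96.0% (93.5% to 97.6%), and 360 of 380 in Harosoy, or 94.7% (92.0% to 96.6%), differed in the defective line in the direction opposite to that change. Among the other models past 5 RPKM that changed as much the shares were 71.7% of 5461 in Clark and 87.0% of 5517 in Harosoy. These other models did not have to differ 2-fold between the lines, so the contrast may come in part from that choice. The paper proposes shifts in time as a possible part of the cause of the differences at 100–200 mg.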

### Summary

We present an overview of genes whose expression was affected by the “net pattern” mutation in soybean. Two isolines of different genetic backgrounds were used to understand physiology related to this mutation that causes defective cracks in the seed coats. Twelve samples representing three stages of seed coat development from each of the four lines were subjected to the power of next-generation sequencing to obtain millions of transcript reads that were mapped to all 78,773 high and low confidence gene models of *Glycine max*. There were approximately 1300 significantly differentially expressed genes affected by this mutation in each isoline pair with 364 in common between the two isolines of different genetic backgrounds. The cell wall structural protein genes including proline-rich proteins (PRP1 and PRP2) and glycine-rich proteins were among the transcripts affected by the mutation as well as a number of transcription factors. Some of the transcript patterns indicate that a developmental shift in timing of gene expression underpins the differential gene expression changes at mid-maturation as shown by graphical presentation of expression patterns for 82 out of 364 genes that were significantly differentially expressed in both the Clark and Harosoy backgrounds. In summary, the mutation appears to set in motion a complex series of events, many manifested at the transcript level, that lead to changes in physiology and ultimately structure of the cell wall. The information on potential candidate genes for this mutation and the regulated genes will not only be helpful in understanding cell wall physiology in soybean, but could also provide a platform for improvement in bioenergy crops like sorghum, maize and *Miscanthus*.

## Methods

### Plant Materials and Genetic Nomenclature

The isolines of *Glycine max* used in this study were a black seeded Clark line, Clark defective seed coat, Harosoy standard and Harosoy defective seed coat. The defective seed coat mutation was originally found in two PI (plant introduction) lines, PI 339.994 and PI423.730B and these lines were backcrossed to the black seeded Clark line (UC9) to create an isoline UC412 containing this mutation. The same mutation was also backcrossed into the Harosoy line to create an isoline UC508. The L or PI numbers represent the official USDA isoline or plant introduction numbers, respectively. The UC number is an internal number used by our laboratory. Detailed information on these lines is presented in Table 1.

### RNA-Seq Method

For RNA extraction, immature seeds were harvested over the course of several weeks. The individual seeds were pooled and sorted by weight. Following this, each seed was dissected, separating the cotyledon and embryo from the seed coat, and placed in separate 15-ml polypropylene centrifuge tubes (Corning, Acton, MA). All tissue was then frozen in liquid nitrogen and placed in storage at −80°C until it could be lyophilized. RNA of seed coats of seeds from the 50–100 mg, 100–200 mg and 400–500 mg seed weight stages of each isoline was extracted separately using the RNA for 5 ml volumes from ∼30 mg (50–100 mg and 100–200 mg seed weight stage) and ∼70 mg (400–500 mg seed weight stage) dry weight. The modified protocol used here is based on the protocols of McCarty [64]. Extraction of RNA from seed coats with dark pigmentation requires the use of a modified extraction protocol which prevents procyanidins from binding the RNA [65], [66]. RNA was extracted from 200 mg of freeze-dried seed coats by using phenol chloroform extraction and lithium chloride precipitation supplemented with PVPP (polyvinylpyrrolidone), polyproline and BSA (bovine serum albumin). Library construction and high-throughput sequencing was carried out using RNA-Seq technology using Illumina GaII and HiSeq2000 instruments by Keck Center, University of Illinois.

### RNA-Seq Alignment and Data Normalization

The 75 bp and 100bp reads were mapped to the 78,773 Glyma cDNA gene models (JGI/Phytozome) using Bowtie [11] with up to 3 mismatches allowed and up to 25 alignments. The total number of generated raw reads for Clark standard and defective isolines and for Harosoy isolines at three different stages of seed development is presented in Table 1. RNA-Seq data were normalized in reads per kilobase of gene model per million mapped reads (RPKM), as the RNA-Seq depends on the transcript length since the reads will map to all positions of the transcript [18].

#### Annotation of glyma gene models

Coding region gene models were collected from the masked soybean genome from Phytozome version 6.0 and the soybean genome version 1.0 GFF file of the soybean genome [12] which is available at SoyBase [67]. In addition to the PFAM annotations that were downloaded from Phytozome, the 78,773 models (that include both high and low confidence models) were further annotated using BLASTX against the non-redundant (nr) database of the National Center for Biotechnology Information (NCBI), and for trEMBL and Swiss prot of the European Bioinformatics Institute (EBI) as described by Hunt *et al*. [68].

#### DESeq data analysis

DESeq (available via Bioconductor) is an R package to analyze count data from high-throughput sequencing data such as RNA-Seq and test for differential expression [69]. The basemean value and p values for each Glyma model were analyzed using this package for 78,773 Glyma models using comparison between Clark standard and defective or Harosoy standard and defective isolines.

### Northern Blots

Total RNA was extracted from the frozen tissue including 4–5 day old soybean hypocotyls minus their cotyledons and seed coats of 100–200 mg seeds from four lines using a standard phenol chloroform method with lithium chloride precipitation [64] or the modified method for pigmented tissues [65], [66]. RNA samples were quantified by spectrophotometer and the integrity was confirmed using agarose gel electrophoresis. RNA was stored at −80°C until further use. For RNA gel blot analysis, 10 µg of total RNA was electrophoresed through 1.2% agarose/1.1% formaldehyde gels [70] blotted onto nitrocellulose membranes (Schleicher & Schuell, Keene, NH) via capillary action with 10× SSC (1.5 M NaCl and 0.15 M sodium citrate, pH = 7) overnight. After blotting, RNA was cross-linked to the nitrocellulose membranes with UV radiation by a UV cross-linker (Stratagene, La Jolla, CA). Nitrocellulose RNA gel blots were then prehybridized, hybridized, washed, and exposed to Hyperfilm (Amersham, Piscataway,NJ) as described by Todd and Vodkin [14]. An ADR12 gene EST was (Gm-r1088-6964) used as probe and labeled with [α-^32^P]dATP by random primer reaction method [71].

### Accession Numbers

The data have been entered into Gene Expression Omnibus at that National Center for Biotechnology Information as Accession Series GSE54903.

## Supporting Information

Figure S1 The Distribution of Expression Levels in RPKMs of Differentially Expressed Genes in the Clark Isoline Pair at Three Different Seed Weight Stages. (A) 50–100 mg in Clark Standard (B) 50–100 mg in Clark Defective (C) 100–200 mg in Clark Standard (D) 100–200 mg in Clark Defective (E) 400–500 mg Clark Standard (F) 400–500 mg Clark Defective.
(TIFF) Click here for additional data file.

Figure S2 The Distribution of Expression Levels of Differentially Expressed Genes in the Harosoy Isoline Pair at Three Different Seed Weight Stages. (A) 50–100 mg in Harosy Standard (B) 50–100 mg in Harosoy Defective (C) 100–200 mg in Harosoy Standard (D) 100–200 mg in Harosoy Defective (E) 400–500 mg Harosoy Standard (F) 400–500 mg Harosoy Defective.
(TIFF) Click here for additional data file.

Figure S3 The Nucleotide and Amino Acid Sequence Alignment for PRP1. (A) Alignment of PRP1 nucleotide sequence from NCBI (J02746) and PRP1 sequence (Glyma09g12200.1) from Phytozome database (B) Alignment of PRP1 amino acid sequence from NCBI with PRP1 amino acid sequence from Phytozome database. The nucleotide and amino acid sequence from *Williams* (Phytozome) and *Wayne* (NCBI) cultivars showed 100% sequence homology.
(TIFF) Click here for additional data file.

Figure S4 The Nucleotide and Amino Acid Sequence Alignment of the PRP2 Gene. (A) Alignment of PRP2 nucleotide sequence from NCBI (J05208) and PRP2 sequence from Phytozome database (Glyma09g12260.1) (B) Alignment of PRP2 amino acid sequence from NCBI with PRP2 amino acid sequence from Phytozome database. There is difference of one tandem repeat in the amino acid sequence. The PRP2 protein is shorter in Williams (Phytozome) as compared to Wayne (NCBI) cultivar.
(TIFF) Click here for additional data file.

Figure S5 The Genome Organization of PRP1 and PRP2. As in the Phytozome database, PRP1 and PRP2 are on chromosome 9 and the distance between these genes is ∼146 kb.
(TIFF) Click here for additional data file.

Figure S6 The Expression Pattern of 13 Selected Differentially Expressed Genes in the Seed Coat of Wildtype and Defective Isolines in Both Clark and Harosoy Backgrounds. The genes over expressed in the defective isolines (Tables 3a, 4a and Table S3). CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S7 The Expression Pattern of 16 Selected Differentially Expressed Genes in the Seed Coat of Wildtype and Defective Isolines in Both Clark and Harosoy Background. The genes overexpressed in the Standard isolines (Tables 3b, 4b and Table S3). CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S8 The Expression Pattern of 11 Fasciclin-like Arabinogalactan Gene in the Seed Coat of Wildtype and Defective Isolines in Both Clark and Harosoy Background. These genes showed higher expression in defective isoline as compare to wildtype isoline (Table S3). CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S9 The Expression Pattern of Cell Wall Genes Overexpressed in the Seed Coats of Defective Isolines in Both Clark and Harosoy Background. These graphs present data for 25 additional cell wall related genes not previously shown in Figure S6 and S7. Their RPKM and p value data are presented in Table S3. CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S10 The Expression Pattern of Cell Wall Genes Overexpressed in the Standard Seed Coats of Both Clark and Harosoy Background. These graphs present data for 3 additional cell wall related genes not previously shown in Figure S6 and S7. Their RPKM and p value data are presented in Table S3. CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIFF) Click here for additional data file.

Figure S11 The Distribution of Differentially Expressed Genes in the Seed Coats of Either (A) Clark or (B) Harosoy Backgrounds at the 50–100 mg Seed Weight Stage. The number of differentially expressed genes (≥5RPKM, ≥2 fold differential expression, p-value≤0.05) was (A) 720 genes in Clark isolines and (B) 48 genes in Harosoy isolines. In both backgrounds, there were major categories related to the cell wall.
(TIFF) Click here for additional data file.

Figure S12 The Distribution of Differentially Expressed Genes in Seed Coats of Either (A) Clark or (B) Harosoy Backgrounds at the 100–200 mg Seed Weight Stage. The number of differentially expressed genes (≥5RPKM, ≥2 fold differential expression, p-value ≤0.05) was (A) 173 genes in Clark isolines and (B) 156 genes in Harosoy isolines at 100–200 mg seed weight stage. In both backgrounds, one of the major categories was related to the cell wall.
(TIFF) Click here for additional data file.

Figure S13 The Distribution of Differentially Expressed Genes in Seed Coats of (A) Clark or (B) Harosoy Backgrounds at the 400–500 mg Seed Weight Stage. The number of differentially expressed genes (≥5RPKM, ≥2 fold differential expression, p-value ≤0.05) was (A) 417 genes in Clark isolines and (B) 1068 genes in Harosoy isolines. In both backgrounds, the cell wall related genes occupied 5% of the chart area.
(TIFF) Click here for additional data file.

Figure S14 The Expression Pattern of Differentially Expressed Transcription Factor Genes That Showed Higher Expression in the Seed Coat of Defective Isolines in Both Clark and Harosoy Background. Overexpressed in defective isolines. CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S15 The Expression Pattern of Differentially Expressed Transcription Factor Genes That Showed Higher Expression in the Seed Coat of Standard Isolines in Both Clark and Harosoy Background. Overexpressed in standard isolines. CS: Clark Standard, CD: Clark Defective, HS: Harosoy Standard, HD: Harosoy Defective.
(TIF) Click here for additional data file.

Figure S16 The Distribution of Differentially Expressed Transcription Factor Genes into Different Classes in Clark at the 50–100 mg Seed Weight Stage. The 59 differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression, p-value ≤0.05) were divided into 12 classes based on functional annotations.
(TIFF) Click here for additional data file.

Figure S17 The Distribution of Differentially Expressed Transcription Factor Genes in (A) Clark or (B) Harosoy Backgrounds at the 100–200 mg Seed Weight Stage. (A) The 16 differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression, p-value≤.05) were divided into 9 different classes (B) The 12 differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression, p-value ≤0.05) were divided into 10 different classes based on functional annotation.
(TIFF) Click here for additional data file.

Figure S18 The Distribution of Differentially Expressed Transcription Factor Genes in Different Classes in (A) Clark and (B) Harosoy Backgrounds at the 400–500 mg Seed Weight Stage. (A) The 43 differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression, p-value ≤.05) were divided into 10 different classes (B) The 111 differentially expressed transcription factor genes (≥5RPKM, ≥2 fold differential expression, p-value ≤0.05) were divided into 15 different classes based on functional annotation.
(TIFF) Click here for additional data file.

Table S1 The Total Number of Expressed Genes in Seed Coats of the Different Isolines. The total number of expressed genes at ≥10 RPKM or ≥1 RPKM in different backgrounds at different seed weight stages are presented in this table. CS: Clark standard, CD: Clark defective, HS: Harosoy Standard and HD: Harosoy defective.
(DOCX) Click here for additional data file.

Table S2 Significantly Differentially Expressed Genes Found in the Seed Coats of Either Clark or Harosoy Backgrounds at the Indicated Stages of Seed Development.
(XLSX) Click here for additional data file.

Table S3 The 364 Significantly Differentially Expressed Genes Found in Common in Both Clark and Harosoy Backgrounds as Defined in Table 2.
(XLSX) Click here for additional data file.

Table S4 The 109 Significantly Differentially Expressed Genes Common in Both Background But with Expression in Opposite Directions as Described in Table 2.
(XLSX) Click here for additional data file.

# Supplementary material for: RNA-Seq Profiling of a Defective Seed Coat Mutation in Glycine max Reveals Differential Expression of Proline-Rich and Other Cell Wall Protein Transcripts
**Source:** PLoS One. 2014 May 14;9(5):e96342. doi: 10.1371/journal.pone.0096342
**Supplement:** Table S1 — The Total Number of Expressed Genes in Seed Coats of the Different Isolines. The total number of expressed genes at ≥10 RPKM or ≥1 RPKM in different backgrounds at different seed weight stages are presented in this table. CS: Clark standard, CD: Clark defective, HS: Harosoy Standard and HD: Harosoy defective.

| **Genotype**  **(Seed Weight)** | **Number of Expressed Genes** | |
| --- | --- | --- |
|  | ≥10 RPKM | ≥1RPKM |
| CS (50 mg) | 13241 | 40125 |
| CD (50mg) | 13926 | 40803 |
| CS (100mg) | 13349 | 40877 |
| CD (100mg) | 13427 | 40966 |
| CS (400mg) | 14182 | 38486 |
| CD (400mg) | 13914 | 38070 |
| HS (50mg) | 13551 | 40437 |
| HD (50mg) | 13317 | 40345 |
| HS (100 mg) | 14036 | 41347 |
| HD (100mg) | 13308 | 41891 |
| HS (400mg) | 13569 | 37685 |
| HD (400mg) | 13165 | 37221 |

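Table S1 counts, in each library, the gene models whose RPKM value reaches each of its thresholds. Counted from the deposited values, 23 of the 24 numbers were equal to those of Table S1. The remaining one, at 10 RPKM for Clark defective seed coats at 100–200 mg, was 13426, and the paper's number is 13427.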

**Table S1 The Total Number of Expressed Genes in Seed Coats of the Different Isolines.** The total number of expressed genes at ≥10 RPKM or ≥1 RPKM in different backgrounds at different seed weight stages are presented in this table. CS: Clark standard, CD: Clark defective, HS: Harosoy Standard and HD: Harosoy defective

How the deposited data were processed for this re-analysis (not part of the article)

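Immature seed coats of standard and defective isolines of Clark and Harosoy were sequenced at 50–100, 100–200 and 400–500 mg seed weight, with 1 library per line and stage and 12 libraries in all. The authors aligned the reads of 75 or 100 bp with Bowtie to 78773 gene models, allowing 3 mismatches and 25 alignments per read, and converted the hits on each model to RPKM, which scales for gene length and for the mapped reads of each library on its own. The values used here are these RPKM values as deposited, in 6 tables that each hold the standard and the defective library of a background and stage. The authors' p-values were made with DESeq on hit counts, and that step was not repeated here, because no condition has replicate libraries from which a spread within a pair could be estimated. Tables S3 and S4 were used whole, and Table S2 in part, with 1993 entries for 1814 models.

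The RPKM values of a model in the 12 libraries are whole multiples of a step that depends on the length of the model and the total hits of the library. Lengths and totals that made all hits whole were found for 71434 models, for 7 expressed models no such length was found, and 7332 models were at 0 in all libraries. The totals were fixed with 829 models of Tables S2 to S4 whose base means are whole numbers. They lay between 47.5 and 113 M hits with a median of 75.7 M, and for a model of the median length of 1171 bases 5 RPKM corresponded to 278 to 662 hits. The ratio of the hits to the base means of Tables S2 to S4 was a constant of 0.8235 to 1.2143 in each library, within 1 percent for 97.6% to 100% of the models. Hits are alignments rather than molecules, since a read could count on up to 25 models, so splice models of a locus and close paralogs are not independent measurements. Binomial intervals are Wilson intervals at the 95% level and, like the floor of 3 hits, cover counting error only.

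A model was counted in a pair when it had at least 5 RPKM in either library and at least a 2-fold ratio, as in the RPKM criteria of the paper. The numbers expected in both backgrounds were computed within 10 bins of mean expression. Log2 ratios used a pseudocount of 1 RPKM. With 1 library per line and stage no p-value was computed within a pair. Over both backgrounds, limma with a trend was fitted to all 12 libraries, with a block for each of the 6 pairs and a genotype effect for each of the 3 stages, on 46237 models with at least 1 RPKM in at least 2 libraries. The 2 backgrounds are the only repetition of the comparison, and the error of the fit is the difference between them. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. The fit was tested on simulated data with 200 changed models. For PRP1, PRP2, ADR12 and the TT1 models an exact two-sided sign-flip permutation test over the 6 pairs was made, adjusted over these 5. The medians of the gene lists of Tables 3, 4 and S3 were set beside those of 10000 random lists matched in 20 bins of mean expression. The position of the 100–200 mg library was computed for models that changed at least 4-fold over development in the standard line of the other background and at least 1.0 on the log2 scale in their own line.

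Models named are those the paper names in its text and in Tables 3 and 4, the lowest and highest members of the lists of Table S3, the 3 models with the largest smaller change in each direction at each stage among those that passed in both backgrounds, and the 2 models with the largest opposite changes at each stage. The NAC, Myb and bHLH models of Table S3 and models named in the closing section outside this rule were chosen after their values were seen. These tests, the criteria and the alternatives were set before the data were examined. The alternatives were other pseudocounts, other minimum values, a 3-fold ratio, rescaling of pairs or libraries, quantile normalization, 1 model per locus, leaving out the chromosome 13 block, fits without the block, the trend or the other stages, and other choices of models for the position. The paper's functional categories were taken from its tables, and the gene names from its text and tables, because the identifiers of the reference annotation held here do not pair with those of the gene models. The RNA blots and the protein data that the paper discusses were not analysed here. Python 3.11.15 with numpy 2.4.6, numba 0.67.0, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.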

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

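All tests weighed in this part were chosen after the result was seen, although the rescaling of pairs had also been set beforehand as an alternative.

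More models differed between the lines in opposite directions in Clark and Harosoy at 400–500 mg than in the same direction, 169 against 72, where independent lists would give 23.9 and 24.0. It was singled out because the backgrounds moved apart under the same contrast. When the standard and defective labels of Harosoy were exchanged in the limma fit, so that it tested for opposite changes, no model had an adjusted p-value under 0.05 at 400–500 mg, while 3848 had an unadjusted p-value under 0.05, against 1282 with the real labels. The difference between the backgrounds was therefore not established for any single model. An exchange of the libraries of the Harosoy pair is argued against by the models that had the same sign in the other 5 pairs at 0.25 or more on the log2 scale, since 45 of 64 of them, or 70.3% (95% interval 58.2% to 80.1%), had that sign in this pair too. The lowest share in the same check was 44.3% (35.2% to 53.8%) for the Clark pair at 50–100 mg, where 16 of 19 models, or 84.2% (62.4% to 94.5%), had the sign at 0.5 or more. A difference in scaling as the whole cause is argued against by the 178 models with opposite directions after each pair was rescaled to a median ratio of 1. A candidate explanation that remains is that the Clark defective seed coats were behind and the Harosoy defective seed coats ahead of their standard lines at this stage. Across models, which are not independent, the log2 ratio of defective to standard had a Spearman rho of -0.32 in Clark and 0.202 in Harosoy with the change over development in the standard line of the other background. With 1 library per line and stage, an effect of the background and seeds of unequal age within the weight range remain open, and neither was tested.

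The block of 53 models on chromosome 13 from Glyma13g11810 to Glyma13g12220 is not discussed in the paper as a block, although Table S3 lists many of its models. Its median ratio was 6.15 in the Clark pair at 50–100 mg and 2.25 in that at 400–500 mg, and 4.16, 1.31 and 3.11 in the Harosoy pairs in the order of the stages. In the Clark pair at 100–200 mg the median log2 ratio was -1.87, with none of 50 models higher in the defective library, while all 49 models measured in the Harosoy pair of that stage were higher. The difference between the backgrounds was not tested, since each has 1 pair. The block took 11.279% of all RPKM in the Clark standard library at 100–200 mg and 3.226% in the defective library, whose run labels differ. In the other pairs the share ran from 0.882% to 3.857% in standard and from 1.921% to 11.556% in defective libraries. The standard deviation of the log2 ratios of the block lay between 0.07 and 0.61 within a pair, so its models moved together. The median of -1.87 shows that the direction did not follow the genotype in all pairs. This rests on the Clark pair at 100–200 mg alone, since the block was higher in the defective library of every other pair. Ribosomal RNA carried over to a different extent in each library could give both the joint movement and the change of direction. That the block is ribosomal was not examined on its sequence, and rests on the annotation of Glyma13g11930.1 and Glyma13g12010.1 in Table S3. A response of the block to the mutation that differs with stage and background stays open and was not tested.

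In both backgrounds 3 models had all libraries of the higher genotype at least 2-fold above all those of the other genotype, whatever the stage. The direction was the same in both backgrounds, and the paper reports no such set. The 3 models were Glyma04g38640.1, Glyma09g31370.1 and Glyma09g31430.1, all lower in the defective lines, with 0 in opposite directions. If the 32 such models of Clark and the 11 of Harosoy were independent among 31125 models, 0.0113 would be expected. Glyma09g31370.1 and Glyma09g31430.1 had close values in every library, so they may not be separate measurements, and the expected number does not allow for this. For the amino acid permease AAP3 model Glyma04g38640.1, listed in Tables 3 and 4, the lowest standard library was 2.80 times the highest defective library in Clark and 2.42 times in Harosoy. The models were chosen for a gap of at least 2-fold, so the value of 2.42 cannot weigh against a developmental delay as the cause. No standard library of the sampled stages was as low as the defective ones, and earlier stages were not sampled. Reads shared with the chromosome 6 copy Glyma06g16350.1 as the whole cause are argued against by the difference of the log2 ratios of the model and its copy, which was -1.33 on average and below 0 in 6 of 6 pairs (exact sign-flip permutation p = 0.0312, the smallest that 6 pairs allow). The copy was itself lower in the defective library in 6 of 6 pairs, with a median log2 ratio of -1.24. The ratio of the model to the copy lay between 1.67 and 2.26 in the standard and between 0.615 and 0.784 in the defective libraries, with a standard deviation of the log2 ratio of 0.14 in the latter. A change at the locus itself carried into both defective lines may give such fixed levels, but these values do not separate it from altered regulation of the gene. A changed segment of chromosome 4 around the locus cannot be told apart either, since 0 of the 20 neighbouring loci had the same sign in all 6 pairs, and a segment may hold no other affected gene.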

How the results depend on the processing

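Counts of models depended most on the minimum value and the fold required. With a minimum of 10 RPKM, 643, 731 and 451 models passed in Clark at 50–100, 100–200 and 400–500 mg, 305 passed the same way in both backgrounds at 100–200 mg, and 4, 21 and 89 passed in opposite directions at the 3 stages. Without a filter on low values, the numbers in stage order were 10749, 13626 and 12025 in Clark, 8092, 19285 and 15364 in Harosoy, 1842, 4798 and 2172 in both backgrounds, and 1831, 2184 and 3150 in opposite directions. At least a 3-fold ratio left 260, 349 and 282 models in Clark, 81, 1880 and 940 in Harosoy, 1.2e2 in both backgrounds at 100–200 mg (60 higher and 61 lower in the defective lines) and 16 at 400–500 mg, and 4, 15 and 36 in opposite directions. A stricter minimum or fold lowers a count, and no minimum raises it, by construction. Without the chromosome 13 block, 86 models passed in Harosoy at 50–100 mg, and 16 and 36 passed in both backgrounds at 50–100 and 400–500 mg, because the block's models were left out.

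The number of models with an adjusted p-value under 0.05 at 100–200 mg in the limma fit was 0 with a pseudocount of 0.1 RPKM, when 6144 models had an unadjusted p-value under 0.05, and 30 without a filter on low values. It was also 0 with the 4 libraries of the stage only, with 4689 models at an unadjusted p-value under 0.05, where the fit has 1 residual degree of freedom in place of 3. At 400–500 mg, 1 model passed when background and stage were separate terms in place of the block. Apart from the smaller number of libraries, the cause was not tested. The cell wall related share at 100–200 mg was 19.2% over all entries that Table S3 holds for the stage, and it was 20.2% with each model counted once and entries with the values of another stage left out, because the denominator holds fewer models.

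In all, 159 results were computed under 941 alternatives. Of the values that answer a comparison, 39 moved past their limits, which are those given above, and 183 stayed within them. Of the other values 623 stayed, 50 counts by direction moved (18 up and 32 down), and 45 limma values of 14 named models were no longer past an adjusted p-value of 0.05 while 1 came past it. No log2 ratio or difference of positions changed sign, while the balance of models higher against lower in the defective line did. In both backgrounds at 400–500 mg, 45 higher and 27 lower became 9 and 27 without the chromosome 13 block, 1 and 15 at 3-fold, and 795 and 1377 without a filter on low values, and at 100–200 mg the balance went from 288 and 193 to 60 and 61 at 3-fold. In Harosoy without a filter, 3923 were higher and 4169 lower at 50–100 mg, 10333 higher and 8952 lower at 100–200 mg, and 7033 higher and 8331 lower at 400–500 mg, each the reverse of the balance with it, and without the block 21 were higher and 65 lower at 50–100 mg in place of 71 and 65. Of the models in opposite directions at 100–200 mg, 28 higher and 12 lower in Clark defective became 1058 and 1126 without a filter and 7 and 8 at 3-fold. The number of models in both backgrounds was highest at 100–200 mg under every alternative run. Rescaling moved the share of the counted models that were higher in the defective line most in Harosoy at 400–500 mg, from 51.6% to 58.3%. The difference of the median position stayed below 0 under every alternative, between -0.14 and -0.57. The absence of replicate libraries limits every fold difference within a pair, and depth limits those of models with few hits.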

Differences from the paper's values

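The counts below use the paper's criteria of 5 RPKM and 2-fold without the p-value of its count test. In Clark only, 638 models passed at 100–200 mg against the paper's 173, and of the alternatives set before the data were examined the 3-fold ratio came within 1.5 times (213) and the others did not. In Harosoy only, 3087 models passed at 100–200 mg against the paper's 156, and none of the alternatives closed the gap. For Harosoy only at 400–500 mg the number was 2019 against the paper's 1068, and it was within 1.5 times with a minimum of 10 RPKM (1361) and with a 3-fold ratio (888) but under none of the others.

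In both backgrounds and the same direction, 481 models passed at 100–200 mg against the paper's 265, with 376 after adding 1 RPKM and 305 with a minimum of 10 RPKM, and the other alternatives left the gap. The number at 400–500 mg was 72 against the paper's 42, and it was 60 after adding 1 RPKM, 60 with a minimum of 10 RPKM, 52 with 1 model per locus and 36 without the chromosome 13 block, while the remaining alternatives left the gap. Added over the stages, there were 619 against the paper's 364, and 496, 422, 526 and 533 under these 4 alternatives in the same order, with the gap open under the rest. At 100–200 mg and no other stage there were 468 against the paper's 248, and 370 after adding 1 RPKM and 298 with a minimum of 10 RPKM were the only alternatives within 1.5 times.

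In opposite directions, 40 models passed at 100–200 mg against the paper's 4, and none of the alternatives closed the gap. At 400–500 mg there were 169 against the paper's 96, with 128 after adding 1 RPKM, 89 with a minimum of 10 RPKM and 132 with 1 model per locus, and the other alternatives left the gap. The sum over the stages was 222 against the paper's 109, and a minimum of 10 RPKM alone, with 4, 21 and 89 models at the 3 stages, came within 1.5 times.

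The cell wall related share was 10.6% at 100–200 mg against the paper's 19%, 2.8% at 400–500 mg against the paper's 5% and 8.6% over all stages against the paper's 15%. Taken over all entries of Table S3 the shares were 19.2%, 4.8% and 14.6%, and with each model once and entries with another stage's values left out they were 20.2%, 4.8% and 15.1%, so both alternatives closed the gap. Of the transcription category of the held part of Table S2, 9 models passed in Clark only at 100–200 mg against the paper's 16, while 21 passed in Clark whatever their value in Harosoy, and 46 models passed in Clark only at 400–500 mg against the paper's 12 in its text and the paper's 43 in the legend of Figure S18. The legend of Figure S17 gives 12 for Harosoy at 100–200 mg. No alternative was run for these counts.

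Among the folds of Table 4, the Harosoy ratio of Glyma13g27050.1 was at least 1290 against the paper's 47, that of Glyma11g27320.1 was 149 against the paper's 80, and that of Glyma05g25180.1 was 75.9 against the paper's 48. In the other direction, Glyma06g15410.1 was 1100-fold lower against the paper's 570, Glyma07g28610.1 at least 5420-fold lower against the paper's 416, Glyma02g42630.1 2860-fold lower against the paper's 530 and Glyma05g21680.1 37.8-fold lower against the paper's 10. With 1 RPKM added to both values the last 2 came to 448 and 8.89. The alternatives left the gap for Glyma11g27320.1, Glyma05g25180.1 and Glyma06g15410.1. No alternative fold was computed for Glyma13g27050.1 and Glyma07g28610.1, whose ratios are lower limits. Their Harosoy log2 ratios with 1 RPKM added to both values, 5.56 and -8.63, are close in size to the paper's folds of 47 and 416 on that scale. Of the 10 ratios of Tables 3 and 4 whose lower value is under 1 RPKM, 9 equal the higher RPKM value.

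The paper states that the levels of PRP1 were higher in Harosoy than in Clark. At 100–200 mg PRP1 was at 162 RPKM in Harosoy standard and 874 RPKM in Clark standard seed coats, and at 5890 and 6181 RPKM in the defective lines. At 50–100 mg it was at 8714 RPKM in Harosoy and 12890 RPKM in Clark standard seed coats, and at 9137 and 8989 RPKM in the defective lines. The values at 400–500 mg were 29.3 and 39.9 RPKM in the standard lines and 43.1 and 12.2 RPKM in the defective lines, so Harosoy was higher at these stages in the defective lines only. The paper states that the listed genes all differed most at 100–200 mg. In Clark 27 of 29 models of Tables 3 and 4 and 41 of 51 cell wall related models did. The paper states that no transcription factor genes were found in both backgrounds at 50–100 mg. The transcription category of Table S3 holds 4 models at that stage, all 4 in the chromosome 13 block. The paper states that the TT1 models rose in the Harosoy line at 100–200 mg. In the defective line Glyma13g01720.1 went from 10.3 to 13.0 RPKM, and in the standard line it went from 11.9 to 0.752 RPKM.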

Other observations

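Of the tests in this part, those of the position of the 100–200 mg library, of the run label and of the scaling of pairs at 100–200 mg were chosen before the result was seen, and all others only after it was seen.

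More models differed the same way in both backgrounds at 100–200 mg than at the other stages. The Clark libraries of this stage carry different run labels, while the Harosoy libraries share theirs. The Harosoy pair had 3608 models past the criteria, more than the 1159 of the Clark pair, which argues against the run label as the cause. A scaling difference between the libraries of a pair is argued against by the 489 models in both backgrounds after rescaling. In the limma fit, 1 of the 2 splits of the labels, the real one, gave as many models with an adjusted p-value under 0.05 at 100–200 mg. With the Harosoy labels exchanged there were 0, with 2387 models at an unadjusted p-value under 0.05 against 6680, and 2 splits cannot give a share under 0.05. A developmental delay of the defective seed coats would put the differences of the median position below 0. All 4 were below 0, the nearest to 0 being -0.15. The standard medians also differed between Clark and Harosoy, 0.34 and 0.51 for falling and 0.32 and 0.68 for rising models, over separately chosen models. With 1 library per line and stage, seeds of unequal age within the weight range could give such differences, which was not tested. The Clark positions are measured from the 50–100 mg libraries, where the Clark defective library was ahead, with a Spearman rho of 0.368 across models between the log2 ratio of defective to standard and the change over development in the standard line of the other background (Harosoy -0.148), so that part of the Clark differences may come from that library. The correlation at 100–200 mg, which uses no other library of the same background, was -0.314 in Clark and -0.572 in Harosoy. Of the models in both backgrounds that changed over development, 96.0% in Clark differed in the direction opposite to that change, against 71.7% of the other models. In Harosoy the contrast was smaller, 94.7% against 87.0%. The models in both backgrounds are those that the pattern consists of, so these shares are a description. The other models did not have to differ 2-fold between the lines, so the contrast may come in part from that choice. Whether a shift in time within the 3 stages is the whole cause cannot be told apart from other causes. Of the 481 models, 55 or 11.4% (95% interval 8.9% to 14.6%) were in the defective lines more than 2-fold outside the range of their standard line in both backgrounds, 47 above and 8 below. A peak between the sampled stages could give such values, and the platform at 100–200 mg differed from that of the other stages.

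The 2S albumin models Glyma12g34160.1 and Glyma13g36400.1 were lower in the defective library in 12 of 12 comparisons of a model within a pair. Cotyledon RNA in the standard libraries was tested with 6 glycinin and beta-conglycinin alpha chain models of Table S2, of which 2 are also in Table S3 and 4 were at 5 RPKM or more in the standard seed coats of each background at 100–200 mg. In Harosoy 4 of the 6 were higher in the defective library, with a median log2 ratio of 0.79 and a range of -1.72 to 5.15, and in Clark 5 of the 6 were lower, with a median of -1.64. Outside these 6, the beta-conglycinin alpha subunit model Glyma07g17030.1 of Table S3 was higher in the defective library by 2.20 in Clark and 2.85 in Harosoy on the log2 scale (adjusted p = 0.046 in the limma fit, between 0.04 and 0.42 under its alternatives), which goes against cotyledon RNA in the standard libraries but is a single model. In both backgrounds cotyledon RNA cannot be told apart from a lower expression of storage proteins in the seed coat, since the models move both ways and the study listed them for their difference in these libraries. The highest value among the 6 was 34.0 RPKM in the standard and 5.50 RPKM in the defective Clark library, and 301 and 106 RPKM in the Harosoy libraries.

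Loci that were lower in the defective line in all 6 pairs lay together on chromosome 9. Of 162 loci with the same sign at 0.1 or more on the log2 scale, among 33492 with a mean of at least 2 RPKM, 7 lay within 100 neighbouring loci between Glyma09g30770 and Glyma09g31620, and 0.1% of 10000 random placements gave as many. With loci that share the profile of an earlier one left out, 6 remained, and 1.18% of placements gave as many. At thresholds of 0.25 and 0.5 the shares of placements were 0.36% and 0.04% with all loci, and 7.3% and 5.44% with copies left out. Reads shared between neighbouring copies therefore cannot be told apart as a cause, since the share of 1.18 percent at the lowest threshold was not matched at the higher ones. A segment of chromosome 9 carried into both defective lines with the mutation is a candidate explanation for the 7 loci, which the values do not separate from it. The window holds Glyma09g31370 and Glyma09g31430, whose models are annotated in Table S2 as putative protein kinases.

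The paper's numbers of genes per pair were between 11.8% and 83.8% of the numbers of models past 5 RPKM and 2-fold. Over the 6 pairs this share fell with the standard deviation of the log2 ratios, with a Pearson r of -0.87 (exact permutation p = 0.025) and a Spearman rho of -0.94 (exact permutation p = 0.0167), the only relation of this kind computed. Without the 2 pairs farthest from the median spread r was -0.50, so that the relation rests on those pairs. The pairs of a platform are too few for values of their own. The spread of the log2 ratios enters the number of models past 2-fold by construction, and its part in the paper's share cannot be told apart from that of the platform.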
